# A Colorectal Cancer 3D Bioprinting Workflow as a Platform for Disease Modeling and Chemotherapeutic Screening

**DOI:** 10.3389/fbioe.2021.755563

**Published:** 2021-11-18

**Authors:** Yordan Sbirkov, Diana Molander, Clement Milet, Ilia Bodurov, Boyko Atanasov, Radoslav Penkov, Nikolay Belev, Nico Forraz, Colin McGuckin, Victoria Sarafian

**Keywords:** 3D bioprinting, colorectal cancer, drug testing, cancer modeling, chemotherapeutic screening

## Abstract

Colorectal cancer (CRC) is the third most common malignancy and has recently moved up to the second leading cause of death among carcinomas. Prognosis, especially for advanced diseases or certain molecular subtypes of CRC, remains poor, which highlights the urgent need for better therapeutic strategies. However, currently, as little as 0.1% of all drugs make it from bench to bedside because of the inherently high false-positive and false-negative rates of current preclinical and clinical drug testing data. Therefore, the success of developing novel treatment agents lies in the introduction of improved preclinical disease models which resemble *in vivo* carcinomas closer, possess higher predictive properties, and offer opportunities for individualized therapies. Aiming to address these needs, we have established an affordable, flexible, and highly reproducible 3D bioprinted CRC model. The histological assessment of Caco-2 cells in 3D bioprints revealed the formation of glandular-like structures which show greater pathomorphological resemblance to tumors than monolayer cultures do. RNA expression profiles in 3D bioprinted cells were marked by upregulation of genes involved in cell adhesion, hypoxia, EGFR/KRAS signaling, and downregulation of cell cycle programs. Testing this 3D experimental platform with three of the most commonly used chemotherapeutics in CRC (5-fluoruracil, oxaliplatin, and irinotecan) revealed overall increased resistance compared to 2D cell cultures. Last, we demonstrate that our workflow can be successfully extended to primary CRC samples. Thereby, we describe a novel accessible platform for disease modeling and drug testing, which may present an innovative opportunity for personalized therapeutic screening.

## Introduction

Neoplastic diseases are a leading cause of death worldwide, being the first or second most common reason for premature mortality in 112 of 183 countries with 10 million total fatalities in 2020. Globally, a near 50% increase in the incidence of cancer is expected by 2040. Colorectal cancer (CRC) in particular accounts for about 10% of all newly diagnosed malignancies, making it the third most frequent type of cancer in both sexes after lung and breast cancer, with nearly 2 million new patients in 2020. Despite earlier diagnosis and improved treatment strategies, the total number of CRC deaths is also rising, placing this malignancy as the second leading cause of mortality among cancer patients with more than 900 thousand fatal cases in 2020 (Sung et al., 2021). Five-year overall survival in advanced stage patients is only 7–14% (Crooke et al., 2018), which poses an urgent need for better understanding of CRC tumorigenesis and improved therapeutic strategies.

In oncology, the probability of a new candidate drug successfully passing all clinical trial phases is estimated to be merely 3.4% (Wong et al., 2019). Conventional monolayer (2-dimensional, 2D) cell culture and *in vivo* animal models have been widely used as preclinical drug testing platforms, but experience has proven that they perform poorly at predicting patient drug response and are at least in part to blame for disappointingly low translational rates of new drugs into the clinic. If the inherent failure of current *in vitro* and *in vivo* models is taken into account, then the probability of a drug passing successfully from preclinical testing to approval may be well below 0.1% (Seyhan, 2019). This leads to large economic losses, but most importantly to false-positive and false-negative new drug selection and ultimately inefficient patient treatment and unsatisfactory cure rates. Furthermore, the “right drug for the right patient” concept of personalized medicine is also failed by most existing models utilizing primary patient samples.

Current preclinical experimental systems have an inherent inability to recapitulate the complex *in vivo* tumor biology. Therefore, novel 3D culturing methods and technologies are needed in order to reproduce intercellular communication, contact with the extracellular matrix (ECM), and the intricate architecture of the tumor microenvironment (TME). The ultimate goal for innovative preclinical models is to resemble the tumor *in vivo* as closely as possible and to achieve higher predictive rates for drug response.

Spheroid and organoid cell cultures have been extensively used and have already proven the physiological and predictive superiority of 3D systems over conventional monolayer methods (Reidy et al., 2021). The next level for even more intricate and relevant drug testing platforms in oncology and personalized medicine is advancing to the biological implementation of new technologies such as microfluidics and 3D bioprinting, which are already showing promising results (Augustine et al., 2021). Despite its broader use (encompassing the 3D bioprinter use in any biology-related context), 3D bioprinting can be more accurately defined as the spatially and temporally controlled continuous deposition of layers consisting of living cells and extracellular support materials (bioink). This process of additive manufacturing is automated through a user-controlled device (a bioprinter), capable of fabricating complex three-dimensional constructs with high precision and, very importantly, with great reproducibility. Thereby, 3D bioprinting presents the opportunity to re-create the *in situ* cell niche in *in vitro*/*ex vivo* conditions by mimicking the cell’s natural microenvironment through the addition of at least some extracellular matrix components, adhesion molecules, growth and signaling factors, and stromal cells. Simulation of blood circulation, flow, and tension forces and other physiologically relevant elements can also be applied (Datta et al., 2020; Augustine et al., 2021). Last but not least, 3D bioprinters offer several key technical advantages over other methods for growing cells in 3D: unmatched uniformity between hundreds of consecutive prints, high speed (of both printing and placing cells immediately in a 3D microenvironment), and great flexibility regarding printing technologies (extrusion-based, inkjet-based, or laser-based) and bioinks (Derakhshanfar et al., 2018).

A number of studies taking advantage of 3D bioprinting have paved the way for developing the next generation of preclinical cancer models (Datta et al., 2020; Augustine et al., 2021). Extensive work in ovarian, cervical, and breast cancer shows the vast capabilities of this methodology. Xu et al. were one of the first groups to create a high-throughput 3D bioprinted cancer model using droplet-based printing of cells in suspension on Matrigel precoated plates (Xu et al., 2011). Another relatively simple example was seen with the first 3D bioprinted cervical cancer model using extrusion-based printing with HeLa cells. It demonstrated the importance of cell–cell and cell–ECM interactions for cell morphology, proliferation, expression of matrix metalloproteases, and drug response compared to 2D cultures (Zhao et al., 2014). These technologies can allow for printing of preformed spheroids for almost immediate recapitulation of the TME and drug testing (Swaminathan et al., 2019) but also can be used for more complex models. Grolman et al. developed an intricate 3D coculture system where they extruded alginate-based fibers consisting of MDA-MB-231 breast cancer cells surrounding a core of RAW 264.7 macrophages. While these fibers could be grown in standard plates, they could also be adapted to a microfluidic device. The authors demonstrated using their unique system that pharmacological targeting of macrophage migration could disrupt the spatial organization and cell interactions in their coculture fibers (Grolman et al., 2015). Zhou et al. developed another complex model using stereolithography-made scaffolds to study the interplay among breast cancer, bone, and mesenchymal stem cells (MSCs). This system showed that when interacting, cancer cells are stimulated to proliferate and secrete vascular endothelial growth factor (VEGF), while osteoblast or MSCs slow down their growth (Zhou et al., 2016). These important advances in 3D bioprinting highlight the critical role of the ECM and TME, and demonstrate the physiological and drug-testing advantages of such systems over conventional 2D cultures (Datta et al., 2020; Augustine et al., 2021). Of note, despite extensive 3D culturing work, no colorectal cancer 3D bioprinted models have been described so far (Reidy et al., 2021). Therefore, we designed a novel CRC 3D bioprinting workflow and validated it as a platform for disease modeling and individualization of therapy.

## Materials and Methods

### Cell Culture

Caco-2 colorectal cancer cells were generously donated by Associate Professor Marian Draganov at the Medical University of Plovdiv. Both Caco-2 cells and primary dissociated CRC cells (described below) were grown in DMEM/F12 supplemented with 10% FBS and 0.5% Pen/Strep (P04-41250, P40-37500, and P06-07100, PAN-Biotech, Germany) under standard cell culture conditions. The only difference in culturing the patient sample cells compared to Caco-2 cells was the higher concentrations of Pen/Strep (1–2%) and the addition of 0.5 μg/ml amphotericin B (P06-01100 PAN-Biotech, Germany). 3D bioprints were cultured in the media described above depending on whether Caco-2 or primary samples were printed.

### Collection of Patient Samples and Cell Isolation

Patient samples (Supplementary Table S1) were used after informed consent was signed. This study was approved by the Ethics Committee at the Medical University of Plovdiv, Protocol No 6/December 20, 2018. Tumor tissues were collected at the time of surgical removal of the colorectal cancers. Small pieces of the lesions (around ∼2 × 2 × 2 to 3 × 3 × 3 cm depending on the tumor size) were resected and transported in PBS to the laboratory for further tissue dissociation. In brief, each tumor was washed for 5 min in 0.5% sodium hypochlorite in PBS (similar to previously described protocols (Chao et al., 2012; Boutin et al., 2017)), rinsed in PBS twice, and cut into smaller pieces of ∼5 mm thickness. These pieces were then collected in a 15-ml tube and incubated for >30 min with rotation in 2.5 ml collagenase IV and 0.5 ml dispase (catalog # 07909 and 07923, STEMCELL Technologies, Canada). The dissociated cells were then centrifuged, enzymes were removed, and the cells and tissue pieces were washed at least twice in PBS prior to cell culturing.

### 3D Bioprinting

The computer-aided design (CAD) of the model was made with Tinkercad (Autodesk, Canada). The diameter of the model was set to 5 mm, and the height was set to 0.82 mm (2 layers of 0.41 mm which is the gauge of the nozzle). For printing in the 96-well plates, the same model was used, but the diameter was reduced to 2 mm. Slicing of the model was performed by the inbuilt software of the BioX extrusion–based bioprinter (CELLINK, Sweden) prior to printing. We used a CELLINK RGD bioink (catalog # IK1020100301, CELLINK, Sweden), composed of alginate with covalently bound RGD and nanofibrillar cellulose, with viscosity of 3–20,000 Pa/s and shear rate 0.002–500 1/sec (taken from the manufacturer’s specification sheet). In brief, the bioprinting process would start by detaching Caco-2 or primary CRC cells using Accutase® (catalog # 423201, BioLegend, United States). Cells were then counted, centrifuged to remove all supernatant, and mixed with the CELLINK RGD bioink (containing alginate with covalently bound RGD and nanofibrillar cellulose at 30 million cells/ml for Caco-2 cells and 5–20 million cells/ml for CRC samples (depending on the patient sample)) in sterile 3 ml cartridges (catalog # CSC010311101, CELLINK, Sweden). The cell–bioink mixture was then extruded through a 410-μM (0.41 mm) high-precision nozzle (catalog # NZ3220005001, CELLINK, Sweden) at 8–10 kPa pressure, 10 ms speed (with 200 ms preflow delay) in standard 24-well cell culture plates. This protocol would yield up to ∼50 prints from 1 ml of bioink and cells. Bioprints were then crosslinked for 1 min with CaCl_2_ (catalog # 1010006001, CELLINK, Sweden), washed twice with PBS, and left with 2 ml DMEM/F12 medium (as described previously) in the incubator. Media were replaced every 2–3 days for at least 2 weeks while all assays were performed.

### Calcein AM/PI Cell Viability Assays

To assess cell viability after 3D bioprinting, we used calcein AM (catalog # 56,496, Sigma-Aldrich, United States) and propidium iodide (catalog #P4170, Sigma-Aldrich, United States). In brief, 3D bioprints were incubated with calcein AM (at 5 ng/ml final concentration) for >10 min at 37°C, and then PI (at 2 μg/ml final concentration) was added. The prints were then manually cut using scalpels and tweezers into thin slices on a microscopic slide, and the conversion of calcein AM and incorporation of PI were assessed using a fluorescent microscope (Nikon Eclipse Ni, Japan) at 490/525 nm and 580/600 nm, respectively.

### Drug Titrations and MTT Tests

The day prior to drug titrations, Caco-2 cells were split with Accutase® (catalog # 423201, BioLegend, United States) and seeded at 5,000 cells/well in 96-well plates. Cells in triplicates were then treated for 3 days with nine different concentrations of each of the chemotherapeutics: irinotecan, 5-fluoruracil (5-FU), and oxaliplatin (catalog #I1406-50MG, F6627-1G, and O9512-5MG, Sigma-Aldrich, United States) to determine IC_50_ values. On day 3, MTT (methylthiazolyldiphenyl-tetrazolium bromide-catalog #M5655-500MG, Sigma-Aldrich, United States) was added to each well at a final concentration of 0.5 mg/ml and incubated for 2–4 h at 37°C. Finally, DMSO was added to a final concentration of 20%, and plates were read at 592 nm. Experiments were repeated at least twice, and data were analyzed and plotted using GraphPad Prism 9.

Drug testing in 3D bioprints was carried out from day 12 to day 14 (for 3 days) after bioprinting in order to allow for cells to form and grow larger aggregates and to match the time point of the RNA-seq analysis in the 12-well plates. The MTT test was performed analogously to the test in 2D Caco-2 cultures with one modification: since the MTT formazan crystals remained in the prints, the cell medium was removed completely and DMSO was added to each well. Cells were then placed on a shaker for 15–30 min to dissolve and release the crystals. The DMSO–extracted dye from each well was then transferred to a 96-well plate and measured at 592 nm. These experiments were carried out in biological replicates and technical duplicates.

### Histology and Immunohistochemistry

Paraffin-embedded 3D bioprints or primary CRC samples fixed in 10% neutral buffered formaldehyde were sectioned (5 μM) and mounted on microscopic slides for further analysis. Sections were deparaffinized and hydrated, and then the standard hematoxylin and eosin (H&E) staining was carried out for pathomorphological assessment. For immunohistochemistry of cytokeratin 20 (CK20), after dewaxing and hydration, an antigen unmasking step was carried out by incubating samples in a water bath in a preheated 0.1 M citrate buffer (pH 6.0) for 20 min at 96°C. Samples were then washed 3 times each with PBS-glycine and ddH_2_O. Endogenous peroxidase was then blocked (3% H_2_O_2_ in methanol for 30 min) followed by a step of blocking nonspecific binding with 1% BSA in PBS for 30 min. A primary rabbit anti-CK20 antibody (catalog # NBP1-85, Novus Biologicals, United States) was diluted 1:100 in 1% BSA in PBS and incubated overnight at 4°C on the slides. On the following morning, after 3 washes with the blocking solution, the sections were stained with Vectastain Universal Quick Kit, ImmPACT NovaRED, as a chromogen and counterstained with hematoxylin QS (catalog # VE-PK-7800, VE-SK-4805, and VE-H-3404, Vector laboratories, United States) following the protocol recommended by the manufacturer with one additional blocking of endogenous peroxidase as suggested in the standard protocol.

### RNA Isolation and RNA-Sequencing

For RNA extraction, >1 million Caco-2 cells grown as monolayers were accutased, collected, and pelleted in 1.5 ml tubes in duplicates. Six 3D bioprints were transferred into two 1.5 ml tubes. Both cell pellets and bioprints were washed twice with PBS, and the RNA was isolated using Qiagen RNeasy Kit (Qiagen, United States) according to the manufacturer’s protocol. No modification of the protocol was required for RNA isolation of bioprints besides longer and more vigorous vortexing of the samples with the RLT lysis buffer until no pieces of the bioink could be observed visually. Sample concentration and quality were measured by using Nanodrop (Thermo, United States), and the frozen RNA was sent to Novogene, United Kingdom, for further QC and processing for RNA sequencing. Samples were reverse-transcribed after which NEBNext® UltraTM RNA Library Prep Kit for Illumina® (NEB, United States) was used for library preparation. Size selection and PCR purification were carried out with AMPure XP beads (Beckman Coulter, Beverly, United States), following the instructions of the manufacturer. Finally, sequencing was performed on an Illumina instrument, and all samples yielded >20 M pair-end reads each.

### Data Analysis and Statistics

HISAT2 software, DESeq2, and EdgeR package in R were used by Novogene for quality control, mapping, quantification, and differential gene expression analysis. Thresholds for adjusted *p*-value of ≤0.05 and fold change (FC) of ≥1.5 and ≤-1.5 were applied in the generated lists with differentially expressed genes for further analyses—gene ontology (GO) analysis with BinGO (Maere et al., 2005) in Cytoscape software (Shannon, 2003) and gene set enrichment analysis (GSEA) with GSEA software by the Broad Institute (Subramanian et al., 2005) (using standard settings of 1,000 permutations, gene_set as the permutation type, and the H: hallmark gene set from the molecular signature database (with FDR ≤0.05)). Correlation analysis between differentially expressed genes in the TCGA “COAD” (colon adenocarcinoma, *n* = 271) sample group (vs control tissue, *n* = 41) and 3D bioprinted Caco-2 cells (vs cells grown in 2D) was carried out in GEPIA2 (Tang et al., 2019) following the instructions set by the developers. Data analysis and figure preparation of the results from MTT assays were carried out with GraphPad Prism (v.8). Datasets from at least 2 separate experiments in technical triplicates were analyzed together by normalizing the values, transforming the drug concentrations to logarithmic scale (log10), and using nonlinear regression to fit the titration curves and calculate IC_50_ values. For bar chart figures, the same data from the MTT assays normalized to control (Figure 3A) and another set of data obtained from 3D bioprints as described previously (Figure 3B) were used. Student’s t-tests were run for every treatment group comparison. The image counting of live/dead cells was carried out manually using ImageJ (NIH, United States). All cells in an area of approximately 1 mm^2^ were counted from at least 2 representative images. Mean with SD was plotted using GraphPad Prism (v.8).

## Results

### Cell Viability and Morphology of Caco-2 Cells in 3D Bioprints

We designed a simple two-layer cylindrical 3D model of 0.82 mm height and 5 mm diameter. The small dimensions of this 3D bioprinting model aimed to fulfill two critical tasks: (i) first, to ensure that nutrients and drugs can easily reach all cells within the print, and (ii) second, to offer reproducibility in large numbers of prints allowing testing of multiple drugs (Figures 1A,B and Supplementary Figure S1A). Caco-2 colorectal cancer cells were detached from their flasks, put in suspension, and were mixed with a commercially available bioink containing the common ECM peptide motif RGD (R-arginine, G-glycine, and d-aspartic acid). The resulting mixture of cells and bioink was extruded in multiple uniform prints of two layers, crosslinked with calcium chloride (CaCl_2_), and grown in the standard medium.

**FIGURE 1:**
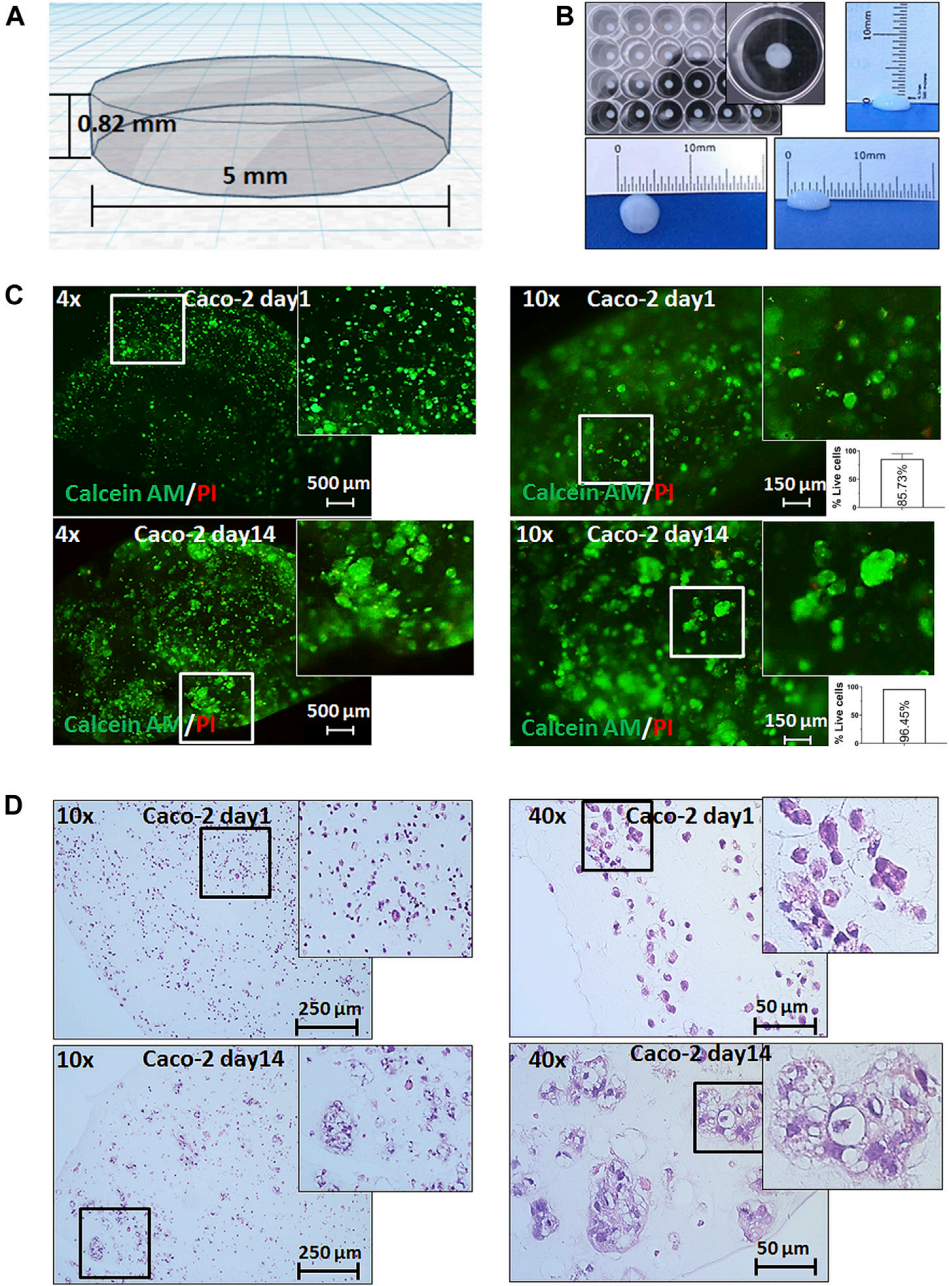
3D bioprinting of Caco-2 cells. **(A)** Computer-aided design (CAD) of the developed 3D bioprinting model. **(B)** Representative macroscopic image of 3D bioprinted cells in a 24-well plate showing the reproducibility and uniformity of prints (with the growth medium) and of the size of a 3D bioprint. **(C)** Live/dead staining with calcein AM (green fluorescence) for live cells and propidium iodide (PI-red fluorescence) for dead cells on day 1 and day 14 after printing under magnifications as shown, and relative quantification of percentage live cells (per 1 mm^2^). Error bars represent SD of the mean from at least two images. **(D)** Hematoxylin and eosin (H&E) staining of 3D bioprinted Caco-2 cells on day 1 and day 14 with magnifications as annotated showing the formation of tumor-like morphological structures of cells at day 14.

We first assessed the viability and distribution of cells through the prints. It was found that cells displayed an even spread within the prints, survived for more than four weeks embedded in our constructs, and showed insignificant cell death throughout this follow-up period (Figure 1C and Supplementary Figure S1B). Importantly, monitoring cells for their viability allowed assessment of cell growth and/or migration over time. We observed the formation of larger structures starting from day 3 (data not shown) which became more visible at weeks 1 and 2 (Figures 1C,D). In parallel, we performed histological analysis which confirmed the cell viability and distribution within the bioprints. The H&E staining and histopathological assessment revealed that the morphology of these larger cell clusters closely resembled small glandular-like structures similar to those observed *in situ* in CRC.

### Transcriptomic Analysis of 3D Bioprints vs 2D Monolayer Cells

After the initial characterization of our model for viability and morphology, we asked how the 3D environment of the bioprints affects the cells compared to standard 2D cultures. We used 14-day-old prints of Caco-2 cells for RNA-seq analysis, as at this point, cells would have formed and grown large aggregates and compared gene expression to the same cell line, but cultured in the monolayer. 

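RNA was sequenced from 3D bioprints of Caco-2 cells, a human colorectal adenocarcinoma line, on day 14 and from the same cells grown as 2D monolayers, with 2 libraries in each group. The monolayer cells were detached with Accutase and pelleted in duplicate, and 6 bioprints were divided over 2 tubes. How long the monolayers had grown is not given, so that time in culture cannot be told apart from growth in 3D. No source used here says that the duplicates came from separate cultures. The p-value of a single gene therefore measures only the spread between these libraries, which may be technical. Those of the gene lists described below compare genes with genes within these libraries, and a small one does not stand for repeated cultures. The sample titles name 2 libraries as 3D bioprints and 2 as 2D cells, as do the heatmaps of Supplementary Figure S3 and the columns of the deposited table, but the condition field of the labels gives each library the opposite group. The libraries were grouped by title, and the opposite grouping would turn every direction. The labels also give a treatment of all 4 libraries with 30 µM atovaquone, an inhibitor of the mitochondrial respiratory chain, for 3 days, which the paper's text does not mention. Novogene made the libraries with the NEBNext Ultra kit and ran HISAT2, DESeq2 and edgeR, and the authors deposited raw read counts for 25750 genes with coordinates in GRCh38. These counts total 16161774 and 15944388 in 3D bioprint replicates 1 and 2, and 16948420 and 15735348 in 2D monolayer replicates 1 and 2. The paper states over 20 M paired-end reads per sample, and the values here use the counts assigned to genes. The genes of the mitochondrial genome took 7.30% and 5.79% of the counts in the 3D bioprints, and 3.27% and 3.09% in the 2D monolayers. At a similar total, 3D bioprint replicate 1 had counts in 18906 genes, against 23468 in replicate 2, 22290 in 2D monolayer replicate 1 and 21995 in replicate 2. It held 314 genes with exactly 1 count, against 1770, 2064 and 2114 in the same order, so that its weakly expressed genes are less certain. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test over the 15304 genes that filterByExpr kept, with Benjamini-Hochberg adjustment and the paper's thresholds, an adjusted p of at most 0.05 and a fold change of at least 1.5. Gene lists were fixed before the data were examined, although some of their genes and directions had been seen in the paper. Several lists hold genes that the paper names from these same libraries. The lists are not the gene sets of the paper's GO and GSEA analyses, which were not rerun here. Each list has a count of members past the thresholds and a test of the whole list against the other genes (camera, with a preset correlation of 0.01 between genes), adjusted over 37 lists. Of these, 21 passed with the preset correlation and 0 with a correlation estimated from the 4 libraries. The estimated setting also rests on only 2 residual degrees of freedom. Hardly any list could pass with so few, so that its result cannot show how much the correlation between genes matters. Where 0 members passed in a direction with edgeR, 0 also did at an unadjusted p under 0.05, with DESeq2 and with limma, unless other numbers are given.

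**Figure D1:**
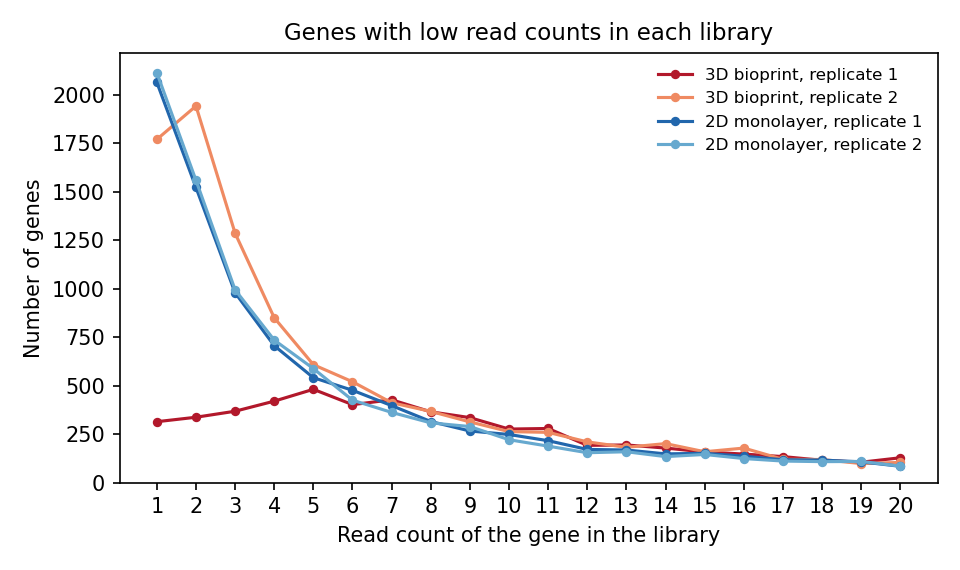
Number of genes (y axis) at each read count from 1 to 20 (x axis) in each of the 4 libraries, each point standing for the genes of 1 library. The line of 3D bioprint replicate 1 starts at 314 genes and is highest at a count of 5 with 481 genes, while the others start between 1770 and 2114 genes and are highest at a count of 1 or 2.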

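In 3D bioprints, 1710 of 15304 tested genes were upregulated and 1533 were downregulated, 3243 in all. Of the 12 largest increases among protein-coding genes with a mean of at least 100 normalized counts, 2 serve the lipid handling of enterocytes, the absorptive cells of the intestine. APOA4, which encodes an apolipoprotein and lies on chromosome 11 of GRCh38 from 116820700 to 116823306, rose from 35.9 ± 0.417 to 1426 ± 809 normalized counts (SD, n = 2; log2 fold change 5.31, standard error 0.44, edgeR adjusted p = 0.00151). MTTP, which loads lipid onto apolipoprotein B, rose by 5.20 (standard error 0.61, edgeR adjusted p = 0.00210) on the log2 scale, and NDRG1, a hypoxia-responsive gene, by 4.47 (standard error 0.39, edgeR adjusted p = 0.00151). The other increases were those of LGALS14, NRN1, LGI4, GPA33, MUC17, LOX, KLF2, AQP10 and PTPRR, with log2 fold changes from 4.49 to 7.45. The 2D monolayer counts of LGALS14 and NRN1 were near 0, at 2.81 ± 3.97 and 1.87 ± 2.65 (SD, n = 2). In 11 of these 12 genes, the exception being KLF2, 3D bioprint replicate 2 had the higher count of the 3D pair. Among the 12 largest decreases, OLR1, a receptor for oxidized low density lipoprotein on chromosome 12 of GRCh38 from 10158301 to 10172138, fell from 2902 ± 121 to 171 ± 33.1 normalized counts (SD, n = 2; log2 fold change -4.09, standard error 0.19, edgeR adjusted p = 5.33e-04). FZD2, a WNT receptor, fell by 2.99 on the log2 scale (standard error 0.26, edgeR adjusted p = 0.00151), and TNS4, a focal adhesion protein, fell by 2.97 (standard error 0.22, edgeR adjusted p = 0.00134). VGLL1, DPYSL3, IGFBP7, COL3A1, PCYT1B, SIGLEC6, GPC5, MAP6 and PAK1IP1 had log2 fold changes from -4.57 to -2.64. Leaving out 1 library moved the fold change by over 1.5 times for 9 of the 12 increases and 3 of the 12 decreases. With 1 library left out, log2 fold changes ran from 4.55 to 5.78 for APOA4, from 4.30 to 6.12 for MTTP, from 5.27 to 6.91 for LGI4, from 4.36 to 6.65 for GPA33, from 2.81 to 5.93 for MUC17, from 3.16 to 5.40 for LOX and from 3.56 to 5.63 for AQP10, each lowest without 3D bioprint replicate 2. LGALS14 and NRN1 had 0 counts in 2D monolayer replicate 2, so that no fold change is given without 2D monolayer replicate 1; with another library left out, theirs ran from 5.99 to 8.14 for LGALS14 and from 5.87 to 7.10 for NRN1. Of the decreases, COL3A1 was at -2.04 without 2D monolayer replicate 2 and at -3.92 without 2D monolayer replicate 1. SIGLEC6 was at -1.97 without 2D monolayer replicate 1 and at -3.47 without 2D monolayer replicate 2, and PCYT1B at -3.86 without 3D bioprint replicate 1. Of genes named in advance for reference, EGFR had a log2 fold change of -0.02 (standard error 0.15, edgeR adjusted p = 0.95), TOP1 of -0.19 (standard error 0.15, edgeR adjusted p = 0.392) and VIM, at 27.8 and 4.99 mean normalized counts in 3D and 2D, of 2.47 (standard error 0.86, edgeR adjusted p = 0.0750), none past the thresholds, and KRT20 was not analysed here. Calls came to 1844 without 2D monolayer replicate 1 and 1954 without replicate 2, and downregulated genes to 2362 without 3D bioprint replicate 1. When 1 library is left out, the spread comes from the pair of the other group alone, and the 3D pair lay further apart than the 2D pair. A fold change of at least 2 left 1881 genes and an adjusted p of at most 0.01 left 1242.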

We found that growth in 3D bioprints can strongly and significantly alter the transcription of over 3200 genes (cutoff at 1.5 fold change and padj ≤0.05). Initial gene ontology (GO) analysis of all differentially expressed genes showed a significant representation of nodes containing genes involved in nucleic acid metabolism (corrected *p*-value = 1.62 × 10^−46^), cell cycle control (corrected *p*-value = 1.39 × 10^−41^), apoptosis (corrected *p*-value 3.47 × 10^−3^), and others (Figure 2A, Supplementary Figure S2 and Supplementary Table S2). 

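Genes of G2/M and mitosis fell nearly throughout in 3D bioprints: of 45 tested, 43 were lower (44 adjusted over the list alone) and 0 were higher. CDC20, which activates the anaphase-promoting complex, fell from 1949.6 ± 209 to 568 ± 86.3 normalized counts (SD, n = 2; log2 fold change -1.78, standard error 0.18, edgeR adjusted p = 0.00159). KIF23, a kinesin of cytokinesis, BUB1B and MAD2L1, both of the spindle checkpoint, fell by 1.62, 1.60 and 1.58 on the log2 scale (edgeR adjusted p = 0.00159 each). The exceptions were CDC25C, at -0.49 (standard error 0.19, edgeR adjusted p = 0.0933), and PRC1, at -1.44 (standard error 0.54, edgeR adjusted p = 0.0929) with under 50 normalized counts. The camera adjusted p of the list was 2.26e-27, with a range over the alternatives from 3.93e-37 up to the adjusted p = 0.444 with an estimated correlation. Of 21 pro-apoptotic genes, 4 were higher (4 adjusted over the list alone) and 0 lower with edgeR, while 4 were lower at an unadjusted p under 0.05, 1 with DESeq2 and 0 with limma (camera adjusted p = 0.811). BBC3, which encodes the BH3-only protein PUMA, rose from 85.2 ± 34.4 to 355 ± 65.2 normalized counts (SD, n = 2; log2 fold change 2.06, standard error 0.32, edgeR adjusted p = 0.00494). TNFRSF10B, a death receptor for TRAIL, had 0.69 (standard error 0.16, edgeR adjusted p = 0.0201), PMAIP1 0.89 (standard error 0.22, edgeR adjusted p = 0.0230) and BMF 0.77 (standard error 0.21, edgeR adjusted p = 0.0339) as log2 fold changes. Among 9 anti-apoptotic genes, BCL2L2 (log2 fold change 1.09, standard error 0.16, edgeR adjusted p = 0.00386) and BIRC3 (log2 fold change 1.21, standard error 0.30, edgeR adjusted p = 0.0258) were higher, and BIRC5 (log2 fold change -1.35, standard error 0.18, edgeR adjusted p = 0.00305) and BCL2 (log2 fold change -1.30, standard error 0.32, edgeR adjusted p = 0.0240) lower, also when adjusted over the list alone (camera adjusted p = 0.195). The log2 fold change of BIRC3 was 1.82 without 2D monolayer replicate 2. BIRC5 encodes survivin and is also transcribed with the cell cycle, and it belongs to the G2/M list as well. Without 2D monolayer replicate 1, the calls of TNFRSF10B (edgeR adjusted p = 0.190), PMAIP1 (0.229), BIRC3 (0.0576) and BCL2 (0.134) were lost, and without replicate 2 those of PMAIP1 (0.0614) and BMF (0.336), which left 2 pro-apoptotic genes in each case and 1 higher anti-apoptotic gene in the first. Without 3D bioprint replicate 2, TNFRSF10B fell below the fold threshold (log2 fold change 0.54), and without 3D bioprint replicate 1, 4 anti-apoptotic genes were higher. Over the alternatives, the edgeR adjusted p ranged from 0.00139 to 0.190 for TNFRSF10B, from 0.00670 to 0.229 for PMAIP1, from 0.00272 to 0.336 for BMF, from 2.64e-05 to 0.0576 for BIRC3 and from 0.00462 to 0.134 for BCL2.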

Further analysis suggested the origin of these GO nodes. We found that a significant number of genes upregulated in 3D bioprinted cells are involved in response to stress (corrected *p*-value 5.15 × 10^−8^), to oxygen levels (corrected *p*-value 6.86 × 10^−6^) and hypoxia (corrected *p*-value 4.74 × 10^−5^), and regulation of cell adhesion, but also apoptosis and cell cycle arrest. 

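Of 35 hypoxia genes, 30 were higher in 3D bioprints, with the same number adjusted over the list alone, and 0 were lower. CA9, a carbonic anhydrase induced by hypoxia on chromosome 9 of GRCh38 from 35673856 to 35681159, rose from 3.95 ± 2.94 to 189 ± 11.1 normalized counts (SD, n = 2; log2 fold change 5.55, standard error 0.48, edgeR adjusted p = 0.00151). Its log2 fold change was 4.91 without 2D monolayer replicate 1 and 6.54 without 2D monolayer replicate 2. PFKFB4, a regulator of glycolytic flux, rose from 106 ± 28.3 to 1366 ± 414 (log2 fold change 3.68, standard error 0.28, edgeR adjusted p = 0.00141), and DDIT4, an inhibitor of mTORC1, from 108 ± 23.9 to 1146 ± 248 (log2 fold change 3.41, standard error 0.24, edgeR adjusted p = 0.00134). The glucose transporters SLC2A3 and SLC2A1, also on the list, had log2 fold changes of 0.21 (standard error 0.23, edgeR adjusted p = 0.530) and 0.11 (standard error 0.16, edgeR adjusted p = 0.658). Tested as a set, these genes had a camera adjusted p of 3.49e-18, from 4.60e-69 over the alternatives up to an adjusted p = 0.444 with an estimated correlation. The median hypoxia gene was 0.63 higher on the log2 scale in 3D bioprint replicate 2 than in replicate 1, and the share of mitochondrial counts was also higher in both 3D libraries than in both 2D libraries. Of 16 genes of cell cycle arrest, 6 were higher and 1 lower (8 and 2 adjusted over the list alone; camera adjusted p = 0.00312, over the alternatives from 7.95e-04 up to an adjusted p = 0.444 with an estimated correlation). CDKN1A, which encodes the CDK inhibitor p21, rose from 651 ± 217 to 2188 ± 234 normalized counts (SD, n = 2; log2 fold change 1.75, standard error 0.24, edgeR adjusted p = 0.00313). The antiproliferative genes BTG2, BTG1 and TOB1 rose by 1.72, 1.58 and 1.18 on the log2 scale (edgeR adjusted p = 0.00159, 0.00159 and 0.00386). CDKN2C, the CDK inhibitor p18, was lower, at -1.44 (standard error 0.40, edgeR adjusted p = 0.0380), a call lost without 3D bioprint replicate 2 (edgeR adjusted p = 0.0566) and without 2D monolayer replicate 1 (0.248), and CDKN1B, RB1 and RBL2 had log2 fold changes of -0.11, -0.02 and 0.28 that did not pass. The edgeR adjusted p ranged over the alternatives from 0.00725 to 0.248 for CDKN2C.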

The genes downregulated in 3D bioprinted cells appeared to be involved mainly in DNA repair and DNA replication (Supplementary Table S2 and Supplementary Figure S2).

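Of 43 DNA replication genes, 37 were lower in 3D bioprints (39 adjusted over the list alone) and 0 higher. CLSPN, an adaptor of the replication checkpoint, fell from 638 ± 14.0 to 147 ± 5.93 normalized counts (SD, n = 2; log2 fold change -2.12, standard error 0.19, edgeR adjusted p = 0.00158). ORC1 and MCM10, which act at replication origins, had log2 fold changes of -1.97 and -1.96 (edgeR adjusted p = 0.00189 and 0.00166), and GMNN, the inhibitor of origin licensing, fell from 1900.0 ± 159 to 722 ± 46.8 (SD, n = 2; edgeR adjusted p = 0.00186). RFC1, CDT1 and RPA2, with log2 fold changes of -0.48, -0.66 and -0.38, did not pass the test. As a whole, the list had a camera adjusted p of 1.22e-19, which over the alternatives ranged from 1.88e-29 up to an adjusted p = 0.444 with an estimated correlation. Among 43 DNA repair genes, 29 were lower (32 adjusted over the list alone) and 0 higher (camera adjusted p = 1.48e-12, over the alternatives from 2.34e-15 up to an adjusted p = 0.444 with an estimated correlation). PARP1, a sensor of DNA breaks on chromosome 1 of GRCh38 from 226360691 to 226408079, fell from 7279 ± 7.97 to 2763 ± 319.5 normalized counts (SD, n = 2; log2 fold change -1.40, standard error 0.14, edgeR adjusted p = 0.00162). FANCI, of the Fanconi anemia pathway, EXO1, a nuclease, and BLM, a helicase, fell by 1.30, 1.90 and 1.44 on the log2 scale (edgeR adjusted p = 0.00173, 0.00223 and 0.00347). The checkpoint kinase ATM had a log2 fold change of 0.09 (standard error 0.23, edgeR adjusted p = 0.811) and FANCL -0.45 (standard error 0.16, edgeR adjusted p = 0.0839). The repair genes called lower numbered 19 without 2D monolayer replicate 2.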

**FIGURE 2:**
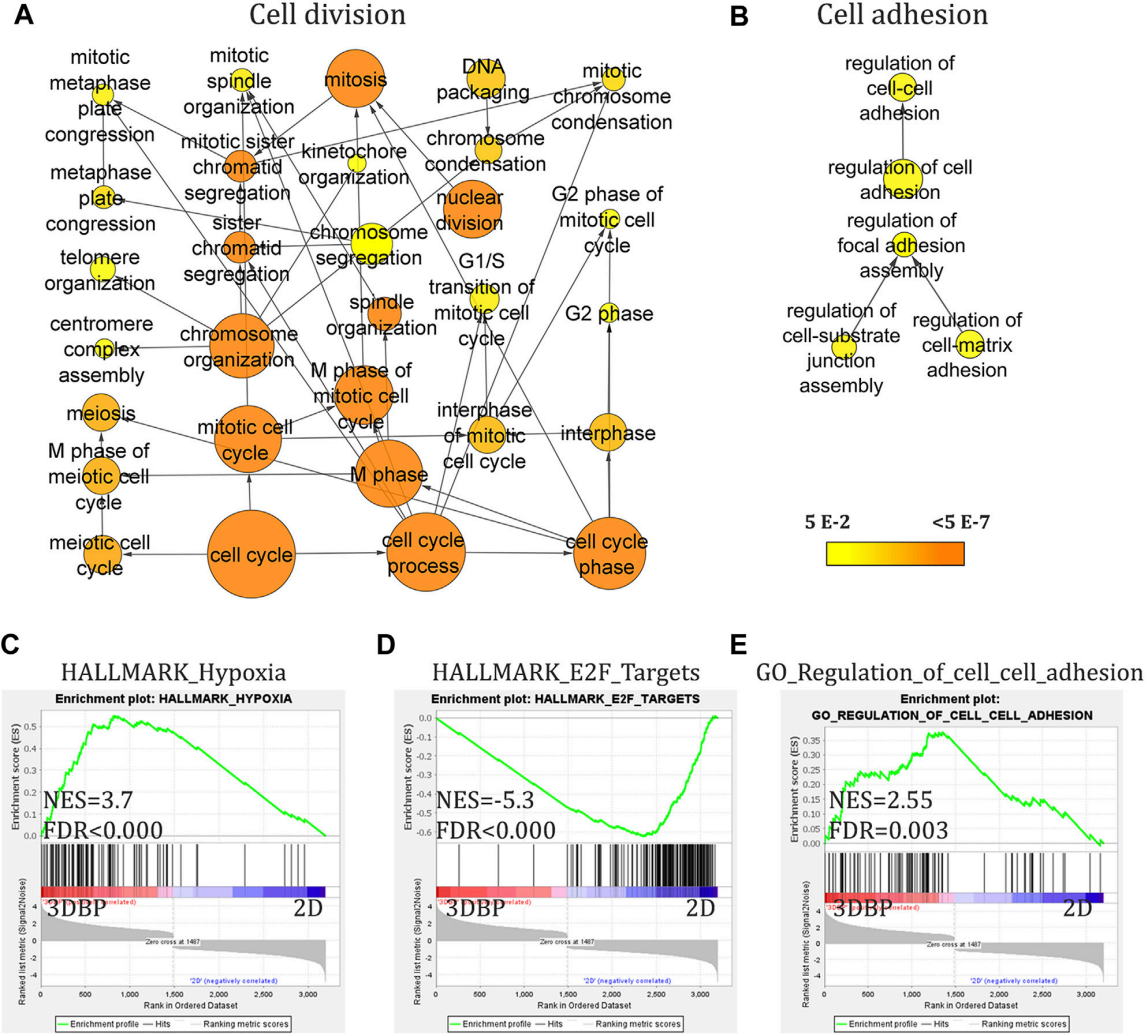
RNA-seq analysis of 3D bioprinted and 2D monolayer Caco-2 cells. **(A)** and **(B)** Gene ontology (GO) analysis (with BinGO in Cytoscape, cutoff 1.5-fold change and adj. *p*-value<0.05) of all differentially expressed genes showing nodes involved in cell cycle regulation and of upregulated genes in 3D bioprinted (3DBP) cells showing nodes for cell adhesion. **(C–E)** Gene set enrichment analysis (GSEA) of differentially expressed genes (cutoff 1.5-fold change and adj. *p*-value<0.05) demonstrating enrichment for genes involved in hypoxia and cell–cell adhesion. (**(C)** and **(E)**) Negative enrichment (downregulation) of genes involved in cell cycle progression/control.

Furthermore, GSEA analysis continued to reveal the changes in 3D bioprints vs 2D cultures. We found several key patterns of expression, which could be expected and also validate the physiological relevance of the model, namely, cells in 3D bioprints augment transcriptional programs for cell–cell adhesion and hypoxia. 

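Of 38 genes of cell-cell adhesion, 17 were higher and 2 lower in 3D bioprints, with the same numbers adjusted over the list alone. CEACAM6, an adhesion molecule of the carcinoembryonic antigen family on chromosome 19 of GRCh38 from 41750977 to 41772208, rose from 5229 ± 2121 to 37560.2 ± 6573 normalized counts (SD, n = 2; log2 fold change 2.84, standard error 0.28, edgeR adjusted p = 0.00159). DSC2, a desmosomal cadherin, rose from 454 ± 119 to 2298 ± 446 (log2 fold change 2.34, standard error 0.23, edgeR adjusted p = 0.00159). The tight junction genes CLDN3 and CLDN4 rose by 1.76 and 1.51 on the log2 scale (edgeR adjusted p = 0.00159 and 0.00159), whereas CLDN2, a claudin of leaky tight junctions, fell by 0.93 and PKP2, a desmosomal plaque gene, by 1.30 (edgeR adjusted p = 0.00473 and 0.00198). CDH1, which encodes E-cadherin, was at 16014 ± 2500.4 in 3D and 14528 ± 273 in 2D (SD, n = 2; log2 fold change 0.14, standard error 0.14, edgeR adjusted p = 0.515). CTNNA1, its catenin partner, had a log2 fold change of 0.19 (standard error 0.14, edgeR adjusted p = 0.368), and JUP, at 0.47 (standard error 0.13, edgeR adjusted p = 0.0384), lay below the fold threshold. The camera adjusted p of the list was 3.36e-06, with a range over the alternatives from 2.10e-10 up to the adjusted p = 0.444 with an estimated correlation. HIF1A, the transcription factor of the hypoxia response, had 1741 ± 255 normalized counts in 3D and 2031 ± 72.4 in 2D (SD, n = 2; log2 fold change -0.22, standard error 0.16, edgeR adjusted p = 0.339).

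**Figure D2:**
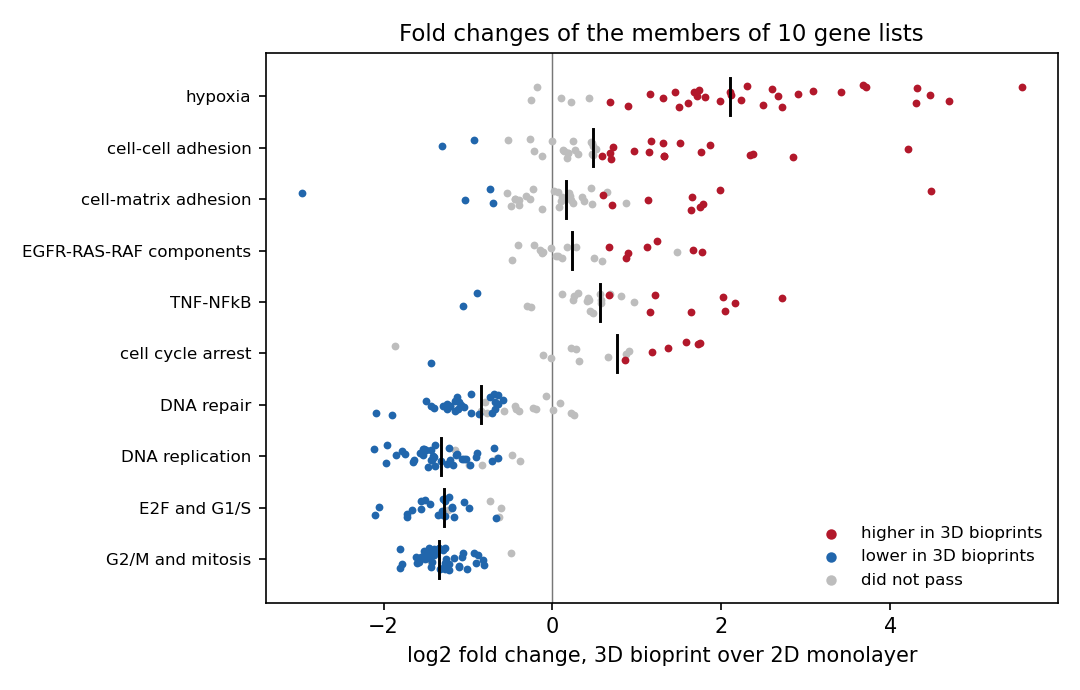
Log2 fold changes of 3D bioprints over 2D monolayers (x axis) of the members of 10 gene lists (y axis), each point standing for 1 gene. Black bars mark the medians, which run from -1.34 for G2/M and mitosis to 2.10 for hypoxia, and red and blue points are genes past the thresholds.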

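Ligands of EGFR were among the components of the EGFR-RAS-RAF cascade that rose in 3D bioprints. Of 22 components, 7 were higher, with the same number adjusted over the list alone, and 0 lower. Among the 7 were ERBB3 and BRAF, which the paper names from these same libraries. AREG, which encodes amphiregulin and lies on chromosome 4 of GRCh38 from 74445134 to 74455009, rose from 6803 ± 619 to 21484 ± 1175 normalized counts (SD, n = 2; log2 fold change 1.66, standard error 0.14, edgeR adjusted p = 0.00151). HBEGF and EREG, which encode further EGFR ligands, rose by 1.77 (standard error 0.22, edgeR adjusted p = 0.00259) and 1.24 (standard error 0.13, edgeR adjusted p = 0.00173) on the log2 scale. The receptor ERBB2 and the adaptor GRB2 had log2 fold changes of 0.27 and 0.04 that did not pass. Tested as a set, these genes had a camera adjusted p of 0.00660, from 0.00272 over the alternatives up to an adjusted p = 0.444 with an estimated correlation. Of 17 genes transcribed in response to ERK, 2 were higher and 2 lower with edgeR (2 and 3 adjusted over the list alone), and the list had a camera adjusted p of 0.836. DUSP5, an ERK phosphatase, rose from 727 ± 266 to 3944 ± 887 normalized counts (SD, n = 2; log2 fold change 2.44, standard error 0.27, edgeR adjusted p = 0.00189), and ERRFI1, an EGFR inhibitor, by 0.92 (standard error 0.18, edgeR adjusted p = 0.0115) on the log2 scale. EPHA4 was lower, at -1.79 (standard error 0.26, edgeR adjusted p = 0.00426), and so was CCND1, which encodes cyclin D1, at -0.67 (standard error 0.17, edgeR adjusted p = 0.0280), while MYC had a log2 fold change of -0.45 (standard error 0.23, edgeR adjusted p = 0.187). Calls were lost of ERRFI1 without 2D monolayer replicate 1 (edgeR adjusted p = 0.0973), which left 1 higher ERK gene, and of CCND1 without 2D monolayer replicate 2 (0.0703) and without 3D bioprint replicate 2 (log2 fold change -0.49). Without 2D monolayer replicate 2, 4 EGFR-RAS-RAF components were higher. Across the alternatives, the edgeR adjusted p ranged from 3.53e-04 to 0.0973 for ERRFI1 and from 0.00132 to 0.0703 for CCND1.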

Interestingly, GSEA also showed activation of some of the most prominent pathways in CRC–EGFR, K-RAS, and TNFα (*via* NFkB). 

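MKI67, the gene of the proliferation marker Ki-67 on chromosome 10 of GRCh38 from 128096659 to 128126385, fell from 7892 ± 384 normalized counts in 2D monolayers to 3365 ± 192 in 3D bioprints (SD, n = 2; log2 fold change -1.23, standard error 0.14, edgeR adjusted p = 0.00186). Of 26 E2F and G1/S genes, 22 were lower, 26 adjusted over the list alone, and 0 higher. E2F8 and E2F7, the repressor E2Fs, fell from 652 ± 30.5 to 152 ± 8.81 (log2 fold change -2.10, standard error 0.19, edgeR adjusted p = 0.00159) and from 634 ± 26.8 to 152 ± 9.52 (log2 fold change -2.06, standard error 0.19, edgeR adjusted p = 0.00159). LMNB1, which encodes lamin B1, and ASF1B, a histone chaperone of S phase, fell by 1.72 and 1.52 on the log2 scale (edgeR adjusted p = 0.00162 and 0.00216). E2F1, TK1 and CHEK1 had log2 fold changes of -1.24 (standard error 0.39, edgeR adjusted p = 0.0540), -0.74 (standard error 0.24, edgeR adjusted p = 0.0627) and -0.63 (standard error 0.22, edgeR adjusted p = 0.0705), with adjusted p-values above the threshold. As a whole, the list had a camera adjusted p of 1.74e-15, which over the alternatives ranged from 1.13e-23 up to an adjusted p = 0.444 with an estimated correlation.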

Of note, 3D bioprinting appeared to negatively affect cell cycle and replication (E2F targets and progression through G2M checkpoint), and also possibly viability (apoptosis) compared to 2D conditions (Figure 2C-E and Supplementary Figure S3A-E).

Last, we investigated if the 3D bioprinted model is physiologically relevant by comparing our RNA-seq data to publically available datasets from TCGA. By using the online platform GEPIA2 (Tang et al., 2019) and its correlation analysis, we found that the upregulated genes in 3D bioprints correlate significantly (*R* = 0.51, *p* < 0.000) to the upregulated genes in these patient samples. The downregulated genes (or upregulated in 2D) showed more mild correlation (*R* = 0.35, *p* = 3.6 × 10^−9^) (Supplementary Figure S3F,G).

### 3D Bioprints as a Platform for Colorectal Cancer Drug Testing

The next question we asked was if 3D bioprinting and the changes in gene expression would translate to alterations in cell response to standard chemotherapy. Therefore, we tested three of the most commonly used chemotherapeutics in CRC—5-fluoruracil (5-FU), oxaliplatin, and irinotecan as single agents on both monolayers of Caco-2 cells and on 3D bioprints. Only oxaliplatin remained effective at similar concentrations in 2D and 3D cells, while the other two chemotherapeutics failed to reproduce similar IC_50_ values to the ones previously determined on standard monolayer cultures, namely, 3D bioprinted cells showed ∼2.4-fold resistance to irinotecan (estimated IC_50_ = 14.05 μg/ml, 95% CI = 10.26–19.06 for 3D bioprinted cells, compared to IC_50_ = 5.76 μg/ml, 95% CI = 2.69–12.94 for cells in monolayer) and ∼6-fold resistance to 5-FU (estimated IC_50_ = 3 μg/ml, 95% CI = 2.4–3.74 for 3D bioprinted cells, compared to IC_50_ = 0.49 μg/ml, 95% CI = 0.31–0.75 for cells in 2D) (Figure 3, Supplementary Figure S4 and data not shown). Thereby, we demonstrated that the 3D bioprinted model of Caco-2 cells is markedly different from standard 2D cultures in both gene expression patterns and drug response.

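The 4 libraries separated by culture before any test. In a principal component analysis of log2 counts scaled to the library size, the first component, which parts 3D bioprints from 2D monolayers, held 70.1% of the variance and the second 20.6%. The correlation across genes was 0.967 between the 3D bioprint libraries and 0.986 between the 2D libraries, against 0.928 to 0.939 across the cultures; genes are not independent replicates. The spread between replicates exceeded sampling noise in both groups, with a chi-square per degree of freedom of 27.2 between the 3D bioprints and 12.5 between the 2D monolayers. Genes of hypoxia and cell-cell adhesion were among those higher in both 3D libraries, and genes of DNA replication and mitosis among those lower. From such altered expression, together with IC50 values measured in other experiments, the paper concludes that 3D bioprinted Caco-2 cells differ markedly from standard 2D cultures.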

**FIGURE 3:**
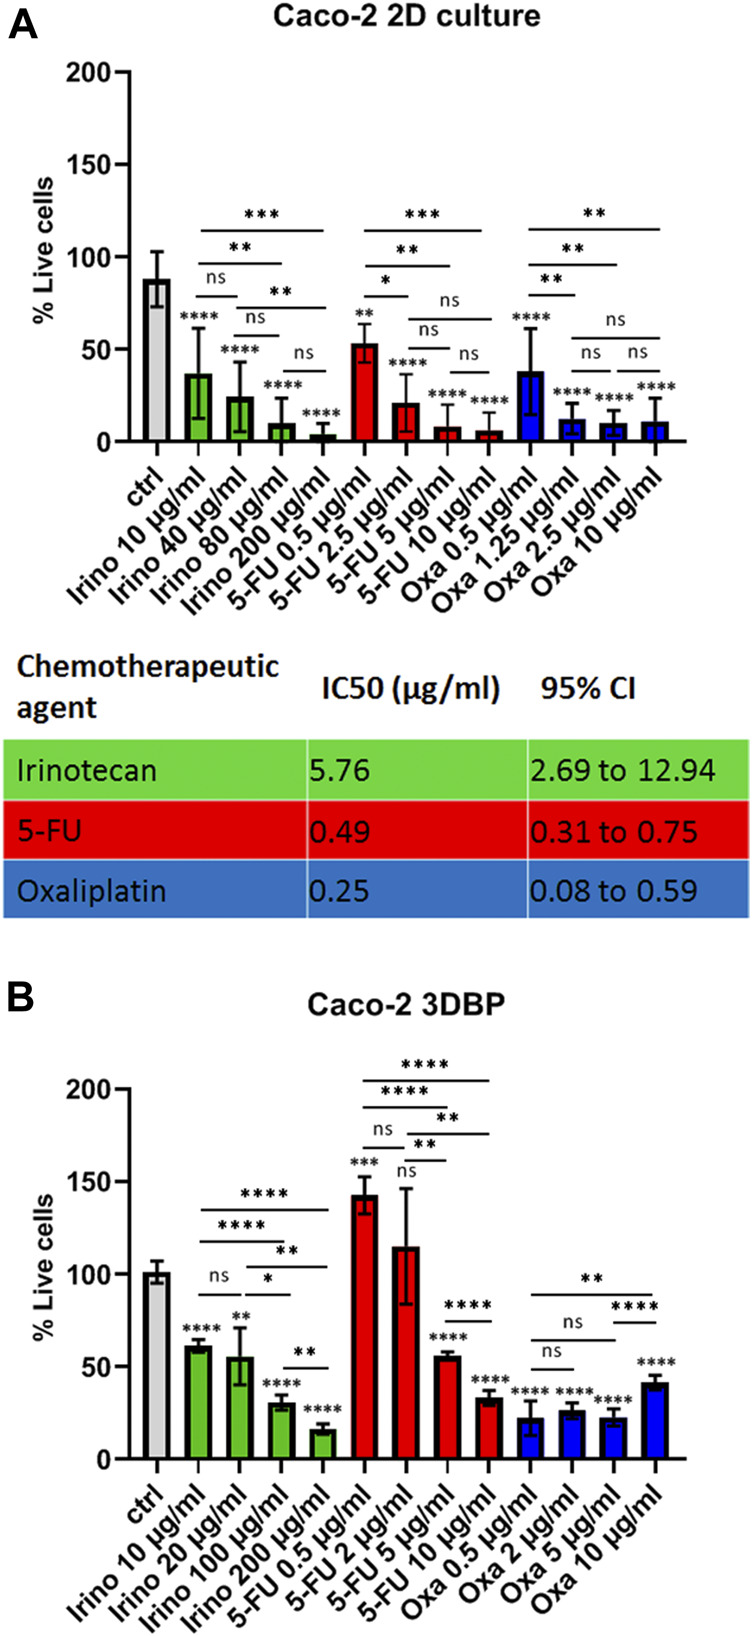
Drug response in 2D cells vs 3D bioprinted cells. **(A)** Response of Caco-2 cells grown in monolayers (2D) to different concentrations of irinotecan, 5-fluoruracil (5-FU), and oxaliplatin as annotated and a summary table of the respective IC_50_ values. Cells were seeded and treated on the next day with the inhibitors for 72 h. Cell viability was measured with the MTT test, and IC_50_ values were calculated from at least 2 biological replicates in technical triplicates. IC_50_ values and 95% confidence interval values are both in ug/ml. **(B)** Response of 3D bioprinted cells (biological duplicates in technical duplicates) to 4 concentrations of the 3 inhibitors as annotated. Caco-2 cells were bioprinted (as described in Methods) and grown for 2 weeks prior to drug treatment. Error bars represent mean with SD. *p ≤ 0.05, **p ≤ 0.005, ***p < 0.0005, and ****p < 0.0001, ns: not significant, Student’s *t*-test. Asterisk symbols immediately above error bars indicate significance compared to control samples; lines with symbols show significance between the relevant treatment groups.

### 3D Bioprinting Method Validation in Colorectal Cancer Patient Samples

Last, we sought to validate the proposed model on patient samples. Cells from resected CRC were isolated, cultured, and expanded in sufficient numbers for bioprinting (see Methods). Even though growth and expansion of primary CRC cells over extended periods of time are difficult, we managed to produce several million cells and to print them (Figure 4). Similar to what we observed with Caco-2 cells, these primary samples showed good viability over extended periods of time (>2 weeks), and, importantly, we could see clusters of cells with malignant histopathological appearance and expression of epithelial cell surface markers (Supplementary Figure S5). Of note, the size of the primary printed tumors on day 14 was comparable to that of Caco-2 cells (>50 μm), implying similar growth rates and thereby good reproducibility and translatability of our printing workflow to patient samples.

**FIGURE 4:**
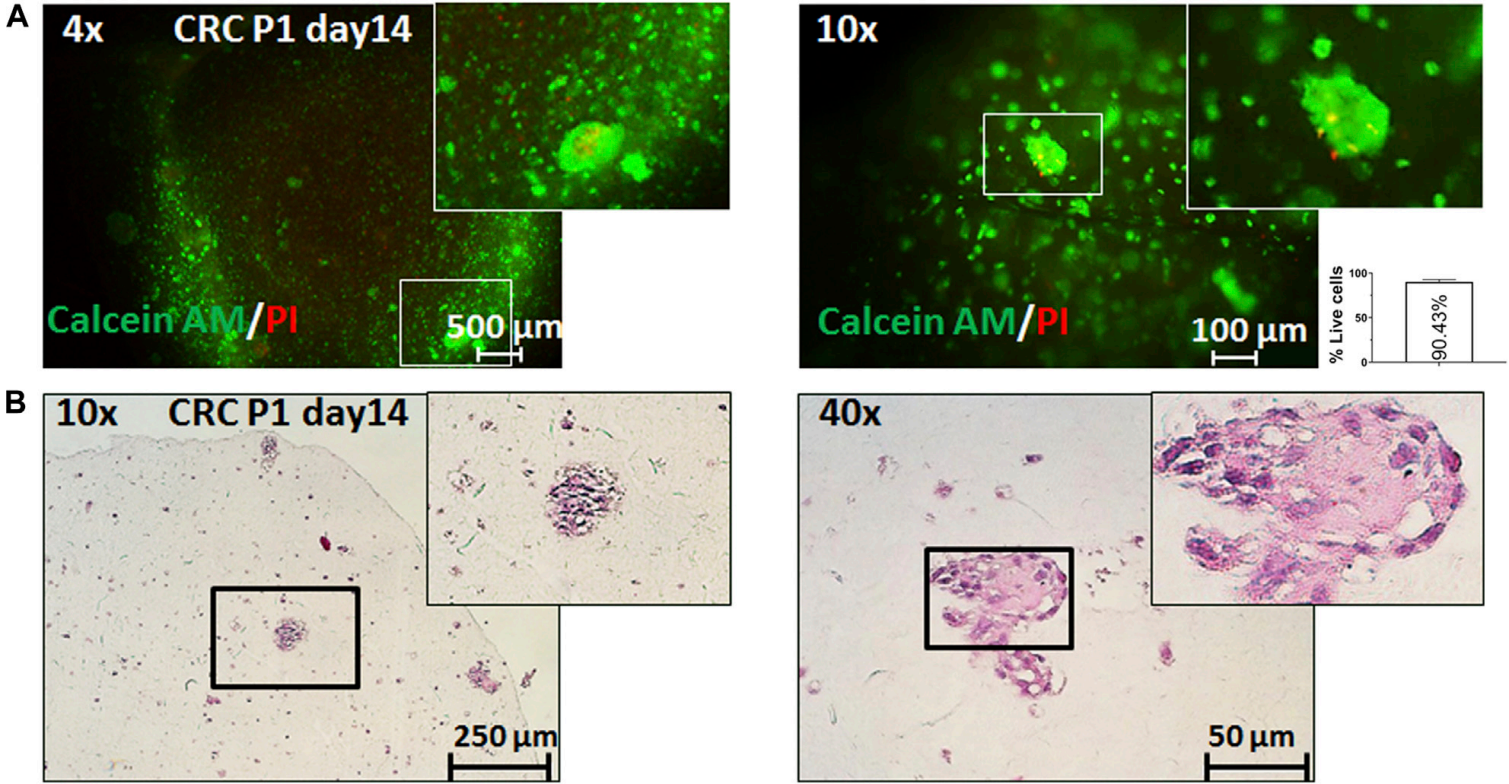
3D bioprinting of primary CRC samples. Representative pictures of 3D bioprinted primary CRC cells taken on day 14 after printing. **(A)** Live/dead staining with calcein AM (live cells: green fluorescence) and propidium iodide (dead cells: red fluorescence) under ×4 and ×10 magnification and relative quantification of percentage live cells (per 1 mm^2^). Error bars represent SD of the mean from at least two images. **(B)** Representative pictures of the hematoxylin and eosin (H&E) staining of sections from 3D bioprinted primary cells under ×4 and ×10 magnification.

## Discussion

3D bioprinting has so far been used by multiple groups to develop both homotypic (containing one type of cells like in the model) and more complex heterotypic models, implementing a variety of 3D bioprinting methods (mostly extrusion-based, but also droplet-based, laser, and stereolithographic). The focus on malignancies, however, has been almost exclusively on breast, ovarian, and brain cancers (Satpathy et al., 2018; Datta et al., 2020; Augustine et al., 2021). Besides a vast spectrum of 3D cell culturing methods (including various spheroid techniques (Reidy et al., 2021)), the closest work done in the context of CRC prior to this study included the following: the use of alginate (micro)beads enclosing HCT-116 cells to assess viability, tumor markers (Rios de la Rosa et al., 2018), and drug response (Shakibaei et al., 2015); printing of collagen-based scaffolds on which HCT-116 cells could be grown (together with stromal cells) (Chen et al., 2020); bioprinting of bovine colon cells (in GelMa bioink) (Töpfer et al., 2019); and the biofabrication of a human small intestine model (again for drug penetration and toxicity studies) (Madden et al., 2018). Furthermore, the literature on bioprinting of primary cancer patient samples is scarce, with one recent proof-of-concept work including two hepatocellular carcinoma samples and one sarcoma sample (Maloney et al., 2020).

Therefore, we have taken important first steps toward 3D bioprinting of CRC by proposing a widely accessible workflow with several key advantages. First, this method is highly reproducible from both biological and technical point of view due to the even distribution of cells in the ink and the small variations in the size of the bioprints, which we attribute to both the excellent printability of this particular bioink and to the precision of the bioprinter (Figure 1). Second, this workflow can be easily adjusted not only in terms of cell types and numbers but also in volumes of the prints and printing formats (Supplementary Figure S1C, D). Third, and most importantly, we show that this model is markedly different from standard 2D cultures in its morphology, transcriptional programs, and response to drugs which has long been the criticism of 2D cultures. Determining whether these differences are partially due to the biochemical and biophysical properties of the hydrogel itself, or to the altered cell–cell interactions within the bioprints, or to both factors was, unfortunately, beyond the scope of this study. This original experimental platform could provide more physiologically relevant settings to study CRC development and to address current drug testing concerns.

False-positive or false-negative drug response data in preclinical models have been a major setback in drug transitioning to the clinic. Therefore, a number of 3D bioprinting studies have focused on implementing their cancer models for proof-of-concept assessment of the effect of certain widely used inhibitors. The paramount roles of the ECM and 3D cell growth in drug response and resistance were perhaps first demonstrated more than 10 years ago. Loesnner et al. showed that two ovarian cancer cell lines (OV-MZ-6 and SKOV-3) embedded in an RGD-containing hydrogel matrix loose sensitivity to paclitaxel by 2–3-fold (Loessner et al., 2010). Similarly, bioprinted HeLa cells in fibrinogen/gelatin/alginate bioink scaffolds have shown several-fold resistance to paclitaxel (Zhao et al., 2014). Bioprinted glioma cell lines (U87 and glioma stem cells SU3) have also acquired resistance (∼2-fold) to temozolomide compared to 2D cultures (Dai et al., 2016). In a more complex 3D bioprinted breast cancer model containing three types of stromal cells (fibroblasts, endothelial cells, and pre-adipocytes) and MCF-7 cells, Langer et al. demonstrated that 3D bioprinted cells were 20-fold and ∼5000-fold more resistant to doxorubicin and paclitaxel, respectively, than 2D cocultures of these 4 cell lines, again suggesting the significant impact of 3D-organization and/or ECM interactions (Langer et al., 2019).

In the context of novel preclinical drug testing platforms and personalized medicines, our 3D bioprinted model can be easily readjusted to allow screening in 96-well plates without compromising the reproducibility of the bioprints (Supplementary Figure S1C, D). The time required to print in this format (at 15 ms speed) is only about 10 min, which further boasts the capabilities of this technology. However, even if the volume of the bioprints can be reduced significantly, the concentrations of cells per ml and the total number of cells required for an experiment remain the biggest challenges for tuning this platform for the needs of personalized medicine. While the technical flexibility and ease of use are critical prerequisites for wider implementation of this methodology and potential replacement of other *in vitro* drug testing systems, the more important aspect of this study is related to the biological changes we observed. The key findings in our 3D bioprinted Caco-2 cell model are the drug resistance to irinotecan and 5-fluoruracil and the gene expression alterations in 3D bioprinted cells compared to monolayer cultures. Of note, we did not observe increased resistance to oxaliplatin, and the reason for this may lie in its mode of action. Oxaliplatin exerts its ubiquitous inhibitory effect on cancer cells by forming stable adducts between the two strands of DNA, thus blocking both replication and transcription (Kelland, 2007). Being a third-generation platinum-based drug, this chemotherapeutic has proven to be much more effective than carboplatin and cisplatin (Martinez-Balibrea et al., 2015). Intrinsic resistance to this chemotherapeutic can be considered rare, and much few possible resistance mechanisms to oxaliplatin compared to 5-FU and irinotecan have been described (Jeught et al., 2018). Even though further in-depth investigation of the exact mechanisms of resistance may be required, it is tempting to speculate that certain transcriptional patterns may well be the underlying cause of resistance to irinotecan and 5-FU.

From all altered gene expression programs we found in 3D bioprinted cells, perhaps the most obvious explanation for drug resistance would be the observed negative enrichment for cell cycle progression (E2F and G2/M targets–Figure 2 and Supplementary Table S2). 

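The 3D bioprint libraries differed in their levels of cell cycle genes. MCM10 had 280.3 and 207 normalized counts in 3D bioprint replicates 1 and 2, against 946 ± 123 (SD, n = 2) in 2D monolayers. E2F1, the activating E2F, had 1013 and 394. BUB1B, a mitotic gene, had 687 and 632. The median log2 ratio of replicate 2 to replicate 1 was -0.63 over the DNA replication genes and -0.48 over the E2F and G1/S genes, against -0.10 over those of G2/M and mitosis. With 1 library on each side, these ratios have no replicate check.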

The cell cycle delay is widely accepted as a common drug resistance mechanism as most chemotherapeutics interfere with DNA replication targeting the rapidly dividing bulk of cancer cells (and sparing quiescent cells). In CRC, there are several comprehensive reviews on the subject which illustrate the significance of cell cycle perturbations in multiple drug resistance (Shah and Schwartz, 2001; Briffa et al., 2017; Blondy et al., 2020) as well publications directly linking 5-FU resistance to cell cycle dysregulation (Kim et al., 2020). 

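Glycolytic isoenzymes were among the genes higher in 3D bioprints. Of 17 glycolysis genes, 7 were higher and 1 lower, with the same numbers adjusted over the list alone. ENO2, an enolase, rose from 374 ± 8.78 to 4182 ± 1612 normalized counts (SD, n = 2; log2 fold change 3.48, standard error 0.27, edgeR adjusted p = 0.00145). ALDOC, an aldolase, rose by 2.77 on the log2 scale, PGK1, whose gene model overlaps that of ATP7A, by 1.37 and LDHA, which forms lactate, by 1.33 (edgeR adjusted p = 0.00162, 0.00445 and 0.00462), whereas LDHB fell by 0.82 (edgeR adjusted p = 0.00837). The abundant PKM, ENO1 and TPI1 had log2 fold changes of 0.44, 0.33 and 0.47 and did not pass. The list had a camera adjusted p of 6.63e-04, and an adjusted p = 0.508 with an estimated correlation. Of 10 ABC transporters of drug efflux, 3 were higher and 1 lower, also adjusted over the list alone (camera adjusted p = 0.282). ABCB1 and ABCC3, which the paper names from these same libraries, and ABCB4 were higher. ABCC4 was lower, at -1.04 (standard error 0.15, edgeR adjusted p = 0.00357) on the log2 scale. ABCB4, a phospholipid transporter, had 18.5 ± 5.40 and 1.47 ± 0.759 normalized counts (SD, n = 2; log2 fold change 3.56, standard error 0.87, edgeR adjusted p = 0.0239), and its call was lost without 3D bioprint replicate 1 (edgeR adjusted p = 0.0504), 2D monolayer replicate 1 (0.344) or 2D monolayer replicate 2 (0.240), within a range over the alternatives from 0.0202 to 0.344. ABCC2 and ABCG2, 2 pumps for drug conjugates and camptothecins, had log2 fold changes of -0.01 (standard error 0.17, edgeR adjusted p = 0.963) and 0.47 (standard error 0.18, edgeR adjusted p = 0.101).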

Hypoxia is another more general and nonspecific mechanism for drug resistance (e.g., through drug efflux, metabolic reprogramming, and driving of genetic instability) that could explain our results (Velázquez et al., 2016; Briffa et al., 2017). TNFα (*via* NF-κB) signature is enriched in 3D bioprinted cells as well (Supplementary Figure S3A). This signaling pathway is commonly activated in CRC (Yu, 2004) and has been strongly implicated in drug resistance to irinotecan and 5-FU (Scartozzi et al., 2007; Cascinu et al., 2008; Shakibaei et al., 2015).

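Among 27 genes of TNF signaling via NF-kB, 8 were higher and 2 lower in 3D bioprints (10 and 2 adjusted over the list alone). PLAUR, the urokinase receptor on chromosome 19 of GRCh38 from 43646095 to 43670547, rose from 383 ± 122 to 1718 ± 2.15 normalized counts (SD, n = 2; log2 fold change 2.17, standard error 0.23, edgeR adjusted p = 0.00162). TNIP1, which restrains NF-kB, rose from 2366 ± 324 to 5280.5 ± 660.4 (log2 fold change 1.16, standard error 0.16, edgeR adjusted p = 0.00378), the cytokine gene TNFSF9 by 2.05 (standard error 0.34, edgeR adjusted p = 0.00629) and the chemokine gene CCL20 by 2.72 (standard error 0.52, edgeR adjusted p = 0.0105) on the log2 scale. CCL20 had a log2 fold change of 2.02 without 2D monolayer replicate 1 and of 3.96 without 2D monolayer replicate 2. NFKB1, which encodes the p50 subunit of NF-kB, fell by 0.90 (standard error 0.16, edgeR adjusted p = 0.00783), a call lost without 2D monolayer replicate 2 (edgeR adjusted p = 0.0628). CD83 was also lower, at -1.05 (standard error 0.31, edgeR adjusted p = 0.0461), but not with DESeq2 (adjusted p = 0.0567), with upper quartile scaling (0.0554), or without 3D bioprint replicate 2 (0.0628), 2D monolayer replicate 1 (0.0747) or replicate 2 (0.304). With all alternatives, the edgeR adjusted p ranged from 5.09e-04 to 0.0628 for NFKB1 and from 0.0231 to 0.304 for CD83. TNFAIP3, SOD2 and BIRC2 had log2 fold changes of -0.30, 0.25 and 0.43 that did not pass. The camera adjusted p of the list was 7.60e-04, with a range over the alternatives from 3.85e-07 up to the adjusted p = 0.526 with an estimated correlation. Without 2D monolayer replicate 1, 5 of the genes were higher.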

EGFR–RAS signaling is activated in 3D bioprinted cells as well (Figure 2, Supplementary Figure S3 and Supplementary Table S2), and this pathway is perhaps the most commonly dysregulated one in CRC, with ∼40% of patients presenting with KRAS mutations (and up to 10% having NRAS or BRAF mutations) (Inamura, 2018). Caco-2 cells do not harbor KRAS (or NRAS) mutations, so possible explanations of the enrichment for this pathway could be the upregulation of several components in the signaling cascade. We found a 2.1-fold increase of the expression of ERB-b3 (HER3) (adj. *p* = 2.05 × 10^−6^), a 7.1-fold upregulation of FOSB (adj. *p* = 8.19 × 10^−8^), a 3.9-fold increase of JUN (adj. *p* = 1.43 × 10^−20^), and a modest upregulation of BRAF (∼1.55-fold change, adj. *p* = 0.0085). 

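ERBB3, on chromosome 12 of GRCh38 from 56076799 to 56103505, rose from 1739.5 ± 186 normalized counts in 2D monolayers to 3786 ± 1289 in 3D bioprints (SD, n = 2), a 2.18-fold increase (log2 fold change 1.12, standard error 0.23, edgeR adjusted p = 0.0137). FOSB, a subunit of the AP-1 transcription factor on chromosome 19 of GRCh38 from 45467995 to 45475179, rose from 23.8 ± 0.498 to 174 ± 102, 7.29-fold (log2 fold change 2.87, standard error 0.47, edgeR adjusted p = 0.00631), with 246 and 102 in the 3D libraries. Without 3D bioprint replicate 1, the increase of FOSB was 4.24-fold. JUN, its partner in AP-1 on chromosome 1 of GRCh38 from 58780788 to 58784327, rose from 897 ± 215 to 3614 ± 544, 4.03-fold (log2 fold change 2.01, standard error 0.21, edgeR adjusted p = 0.00162). BRAF, a kinase that activates MEK, on chromosome 7 of GRCh38 from 140719327 to 140924928, rose from 445 ± 72.2 to 709 ± 101, 1.59-fold (log2 fold change 0.67, standard error 0.19, edgeR adjusted p = 0.0413). The study chose these genes on the same libraries, so that their direction is not independent evidence. FOSB and JUN are also immediate early genes, a group whose rise here cannot be told apart from a response to handling before lysis. The edgeR adjusted p of BRAF ranged from 0.00929 to 0.377 over the alternatives: it was 0.0524 with library sizes alone, 0.0775 without 3D bioprint replicate 2, 0.377 without 2D monolayer replicate 1 and 0.0923 without replicate 2.

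**Figure D3:**
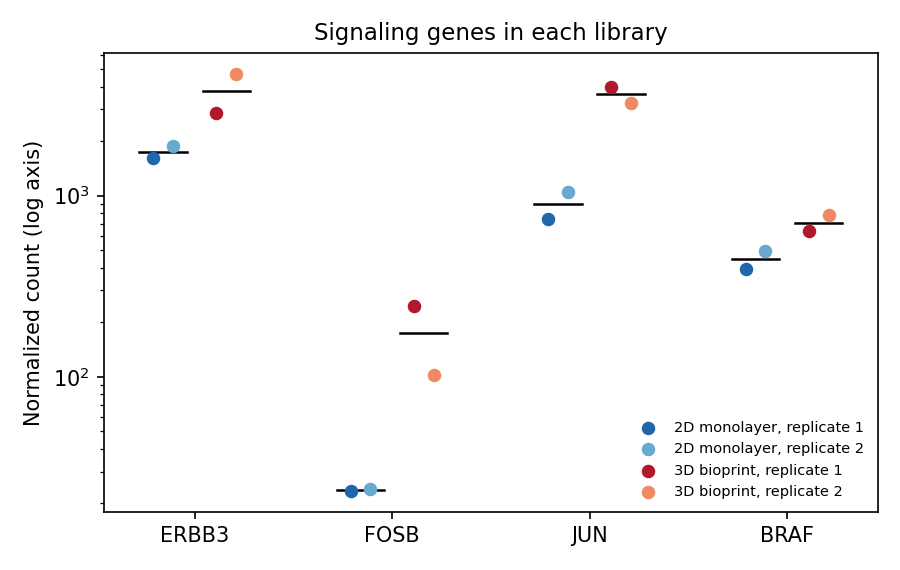
Normalized counts (y axis, log scale) of ERBB3, FOSB, JUN and BRAF (x axis) in each of the 4 libraries. Each point is 1 library and each bar the mean of 2, and for all 4 genes both 3D bioprint points lie above both 2D monolayer points, for BRAF at 638 and 781 against 394 and 496.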

Importantly, RAS is a downstream mediator of other non-EGFR family cell surface molecules as well. Integrin binding can also activate the RAS-ERK axis. 

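Of 38 genes of cell-matrix adhesion, 9 were higher and 4 lower in 3D bioprints (10 and 4 adjusted over the list alone). Among the 9 were ITGB6 and SRC, which the paper names from these same libraries. ITGA5, the fibronectin receptor subunit on chromosome 12 of GRCh38 from 54395261 to 54419460, rose from 739.7 ± 34.8 to 2934 ± 943 normalized counts (SD, n = 2; log2 fold change 1.99, standard error 0.23, edgeR adjusted p = 0.00200). LAMB3, a laminin chain, rose from 3497 ± 617 to 12000 ± 1662 (log2 fold change 1.78, standard error 0.18, edgeR adjusted p = 0.00159). ITGB2, an integrin subunit best known from leukocytes, rose from the low level of 7.90 ± 5.87 to 176 ± 70.0 (log2 fold change 4.48, standard error 0.56, edgeR adjusted p = 0.00246), and CAV1, which encodes caveolin 1, by 1.65 (standard error 0.21, edgeR adjusted p = 0.00283) on the log2 scale. ITGB2 had a log2 fold change of 3.83 without 2D monolayer replicate 1 and of 5.49 without 2D monolayer replicate 2. The focal adhesion genes TNS3 and PXN fell by 1.03 and 0.70 on the log2 scale and the laminin gene LAMC1 by 0.74 (edgeR adjusted p = 0.00328, 0.0132 and 0.00909), besides TNS4. FLNA and LAMA5 had log2 fold changes of 0.35 and -0.54 that did not pass. The list as a whole did not differ from the other genes (camera adjusted p = 0.239), but did without 2D monolayer replicate 2 (adjusted p = 0.0245); the call of PXN was lost without 2D monolayer replicate 1 (edgeR adjusted p = 0.111). Over the alternatives, these adjusted p-values ranged from 0.0245 to 0.666 for the list with camera and from 0.00179 to 0.111 for PXN with edgeR.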

We found that several genes encoding such adhesion molecules are upregulated in 3D bioprinted cells. 

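ITGB6, the epithelial integrin subunit that pairs with the alpha V subunit and lies on chromosome 2 of GRCh38 from 160099666 to 160200313, had 387 and 631 normalized counts in 3D bioprint replicates 1 and 2, and 139 and 164 in 2D monolayer replicates 1 and 2. The means of 509 ± 172 and 151 ± 17.8 (SD, n = 2) give a 3.37-fold increase (log2 fold change 1.75, standard error 0.27, edgeR adjusted p = 0.00523).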

Of note, ITGB6 (3.3 fold change, adj. *p* = 3.98 × 10^−8^) has been shown to mediate resistance to 5-FU in CRC (Liu et al., 2013). Analogously, TIMP2 (a tissue inhibitor of metaloproteinases 2) is also upregulated in our model (1.5-fold change, adj. *p* = 5 × 10^−4^). It has been shown that high expression of this molecule in CRC patients is related to 5-FU resistance likely through the activation of ERK (Zhang et al., 2020). 

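TIMP2, on chromosome 17 of GRCh38 from 78852977 to 78925387, had 5979 ± 474 normalized counts in 3D bioprints and 3854 ± 509 in 2D monolayers (SD, n = 2), a 1.55-fold increase (log2 fold change 0.63, standard error 0.15, edgeR adjusted p = 0.0227). The increase lies close to the 1.5-fold threshold, and the edgeR adjusted p ranged from 0.00367 to 0.240 over the alternatives. The gene no longer passed with library sizes alone (log2 fold change 0.57), without 3D bioprint replicate 2 (0.53) or without 2D monolayer replicate 2 (0.48, edgeR adjusted p = 0.240).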

Last, this pathway and ultimately ERK activation have been linked not only to cell proliferation and poorer overall survival rates but also to resistance to other chemotherapeutics, especially in hematopoietic malignancies (Abrams et al., 2010).

Data mining in the literature followed by a targeted search in our gene lists found that several genes directly implicated in drug resistance in CRC cells and validated in patient survival data (Zheng et al., 2015) are differentially expressed in our 3D bioprinted cells. 

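Genes of folate and nucleotide metabolism, on which 5-FU acts, were mostly lower in 3D bioprints. Of 16 genes of fluoropyrimidine metabolism, 9 were lower and 1 higher (10 and 1 adjusted over the list alone; camera adjusted p = 8.30e-04, adjusted p = 0.444 with an estimated correlation). CDA, the cytidine deaminase, was the higher gene, from 53.1 ± 8.32 to 218 ± 90.0 normalized counts (SD, n = 2; log2 fold change 2.03, standard error 0.36, edgeR adjusted p = 0.00798). PPAT, of purine synthesis, fell by 1.19 and RRM2, a ribonucleotide reductase subunit, by 1.30 on the log2 scale (edgeR adjusted p = 0.00236 and 0.00472). RRM1, the large subunit of the same enzyme, fell from 3319 ± 137 to 1297 ± 297 (SD, n = 2; log2 fold change -1.36, standard error 0.18, edgeR adjusted p = 0.00323). FANCA, of DNA crosslink repair, fell by 1.49 and the reduced folate carrier SLC19A1 by 1.02 (edgeR adjusted p = 0.00788 and 0.0324), and the tumor suppressor NF2 and the salvage enzyme MTAP had -0.91 (standard error 0.16, edgeR adjusted p = 0.00825) and -0.64 (standard error 0.15, edgeR adjusted p = 0.0218). ABCC3, a drug efflux pump, rose from 1203 ± 223 to 2918 ± 248 normalized counts (SD, n = 2; log2 fold change 1.28, standard error 0.17, edgeR adjusted p = 0.00330). The galectin gene LGALS3 and the sulfatase gene SULF2 rose by 1.24 and 1.23 (edgeR adjusted p = 0.00434 and 0.00298), and the transcription factor gene FOXO3 by 0.81 (standard error 0.22, edgeR adjusted p = 0.0345). The study took the genes from FANCA onward, with RRM1, from a published list and reports them on these same libraries, so that their direction is not independent evidence. Calls were lost of FOXO3 without 3D bioprint replicate 2 (edgeR adjusted p = 0.0696) or 2D monolayer replicate 1 (0.198), of MTAP without 2D monolayer replicate 1 (0.184) or 2 (0.134), and of NF2 without 2D monolayer replicate 2 (0.0658). For these genes, the edgeR adjusted p ranged over the alternatives from 4.91e-04 to 0.198 for FOXO3, from 0.00918 to 0.184 for MTAP and from 5.90e-04 to 0.0658 for NF2.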

For 5-FU resistance out of 13 upregulated and 14 downregulated genes listed by Zheng et al., we found that 4 (ABCC3, FOX O 3, LGALS3, and SULF2) were upregulated, while 5 (SLC19A1, FANCA, RRM1, MTAP, and NF2) were downregulated in our dataset (30 and 35%, respectively). ABCB1 was also upregulated (1.9-fold, adj. *p* = 1.9 × 10^−5^) in 3D bioprinted cells, and this gene codes for a pump widely implicated in 5-FU resistance (Wang et al., 2015; Blondy et al., 2020). 

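ABCB1, which encodes P-glycoprotein and lies on chromosome 7 of GRCh38 from 87503633 to 87713323, where its gene model overlaps that of RUNDC3B on the other strand, had 2703 ± 176 normalized counts in 3D bioprints and 1395 ± 387 in 2D monolayers (SD, n = 2), a 1.94-fold increase (log2 fold change 0.95, standard error 0.20, edgeR adjusted p = 0.0148). The 2D libraries had 1121 and 1668, and the 3D libraries 2579 and 2827. Its edgeR adjusted p ranged from 1.20e-04 to 0.106 over the alternatives, and the call was lost at the upper end, without 2D monolayer replicate 1.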

For irinotecan (or its active form SN-38), we found 6 upregulated genes (SRC, CSF1R, LOX, ERBB3, SAT1, and LDLR) out of 22 listed genes, and only 1 downregulated gene (MSH3) out of 24 listed (27 and 4%, respectively). 

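LOX, which crosslinks collagen and lies on chromosome 5 of GRCh38 from 122063195 to 122078360, rose from 12.6 ± 0.744 to 329 ± 302 normalized counts in 3D bioprints (SD, n = 2; log2 fold change 4.69, standard error 0.76, edgeR adjusted p = 0.00579), with 115 and 542 in the 3D libraries. Its log2 fold change was 5.40 without 3D bioprint replicate 1 and 3.16 without 3D bioprint replicate 2. CSF1R, the receptor of macrophage colony stimulating factor, rose from 98.0 ± 4.88 to 294 ± 106 (log2 fold change 1.58, standard error 0.30, edgeR adjusted p = 0.01). SAT1, of polyamine breakdown, and the kinase gene SRC had log2 fold changes of 1.01 (standard error 0.23, edgeR adjusted p = 0.0179) and 0.70 (standard error 0.14, edgeR adjusted p = 0.0117). MSH3, a mismatch repair gene whose gene model overlaps another, was at 257 ± 1.08 in 3D and 412 ± 25.3 in 2D (SD, n = 2; log2 fold change -0.68, standard error 0.19, edgeR adjusted p = 0.0374). Since the study selected these genes on the same libraries, their direction is not independent evidence. Without 2D monolayer replicate 1, the calls of SAT1 (edgeR adjusted p = 0.0621), SRC (0.125) and MSH3 (0.151) were lost, and without 2D monolayer replicate 2 those of SRC (0.0756) and MSH3 (0.259). Over the alternatives, the edgeR adjusted p ranged from 3.29e-05 to 0.0621 for SAT1, from 0.00169 to 0.125 for SRC and from 0.0239 to 0.259 for MSH3. Of 9 genes that activate, clear or bind irinotecan, 1 was higher, also adjusted over the list alone, and 0 were lower with edgeR, DESeq2 or limma, with 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.844). It was CYP3A5, a cytochrome P450 that oxidizes irinotecan, at 1.51 (standard error 0.20, edgeR adjusted p = 0.00287) on the log2 scale, and the beta-glucuronidase gene GUSB and the mitochondrial topoisomerase gene TOP1MT had 0.39 (standard error 0.17, edgeR adjusted p = 0.137) and 0.00 (standard error 0.18, edgeR adjusted p = 0.991).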

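TYMS, the thymidylate synthase gene on chromosome 18 of GRCh38 from 657604 to 673578, fell from 1179 ± 69.4 normalized counts in 2D monolayers to 489 ± 199 in 3D bioprints (SD, n = 2; log2 fold change -1.27, standard error 0.26, edgeR adjusted p = 0.0136). LYN, a SRC family kinase gene, and EIF4E, which encodes the cap-binding protein, had log2 fold changes of -0.87 (standard error 0.18, edgeR adjusted p = 0.0128) and -0.66 (standard error 0.16, edgeR adjusted p = 0.0246). RICTOR, a subunit of mTORC2, rose from 642 ± 27.9 to 1151 ± 138 (log2 fold change 0.84, standard error 0.16, edgeR adjusted p = 0.0104), and CD24, a surface glycoprotein, from 849.6 ± 111 to 1328 ± 186 (log2 fold change 0.64, standard error 0.17, edgeR adjusted p = 0.0345). The study chose these genes on the same libraries as well. Without 2D monolayer replicate 1, the calls of LYN (edgeR adjusted p = 0.0915), EIF4E (0.123), RICTOR (0.0937) and CD24 (0.332) were lost, and without replicate 2 those of EIF4E (0.109), RICTOR (0.0576) and CD24 (0.0930); EIF4E and CD24 also fell below a threshold without 3D bioprint replicate 2 (log2 fold change -0.53 and 0.47), and CD24 with library sizes alone (0.58). Of 13 genes of platinum transport, conjugation and repair, 1 was higher and 1 lower (1 and 0 adjusted over the list alone; camera adjusted p = 0.844). The copper transporter gene ATP7A, whose gene model overlaps that of PGK1, rose by 1.32 (standard error 0.23, edgeR adjusted p = 0.00723), and ERCC2, a helicase gene of nucleotide excision repair, had -0.63 (standard error 0.18, edgeR adjusted p = 0.0432), a call lost with upper quartile scaling (edgeR adjusted p = 0.0607) and without 3D bioprint replicate 2 (0.0555), 2D monolayer replicate 1 (0.391) or 2D monolayer replicate 2 (0.0558). Over the alternatives, the edgeR adjusted p ranged from 0.00264 to 0.0915 for LYN, from 0.00320 to 0.123 for EIF4E, from 8.86e-04 to 0.0937 for RICTOR, from 0.00570 to 0.332 for CD24 and from 0.0102 to 0.391 for ERCC2. GSTP1, which conjugates platinum to glutathione, and the copper importer gene SLC31A1 had log2 fold changes of -0.15 (standard error 0.16, edgeR adjusted p = 0.527) and 0.07 (standard error 0.20, edgeR adjusted p = 0.828).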

Last, for oxaliplatin, we detected only 2 upregulated genes out of 14 (CD24 and RICTOR) and 5 downregulated genes (DHFR, EFIF4E, LYN, TYMS, and MTAP) out of 30 (14 and 17%, respectively). Therefore, besides the aforementioned altered pathways, some of these specific transcriptional changes could provide another explanation for drug resistance in Caco-2 3D bioprinted cells.

Our novel 3D bioprinting workflow of CRC presents an intriguing experimental platform for answering fundamental questions about carcinogenesis. The model would be even more valuable if it can contribute toward precision medicine, and successfully printing primary CRC cells derived from three tumors all in different stages (Supplementary Table S1) proves the broad applicability of the workflow. The main limitation of this study is the proof-of-concept validation in primary patient samples due to several technical issues. In our hands, expanding these primary CRC cells to large enough numbers for bioprinting (i.e., >10 million cells) was difficult mainly because of bacterial contaminations (arising from the gut flora). The lack of standardized medium conditions that would provide stable and prolonged proliferation of the primary cells is another constraint which did not allow for drug testing in patient-derived 3D bioprints. Therefore, our success rate of expanding primary samples was merely about 15%. Furthermore, we found that the aggregation of cells into morphologically more relevant structures in the prints is related to the number of printed cells, and this is another consideration when working with patient samples.

Even if we validated and proved that the printed cells are indeed of epithelial origin and grow in a very characteristic way in the culture (Supplementary Figure S5), genetic testing (e.g., through short tandem repeats, STR, and profiling) would be the ideal method to verify the relevance of the model. Further phenotyping for the presence of stromal cells from these patient-derived samples may also be useful as the role of the TME in CRC progression and drug response is well-established (Klemm and Joyce, 2015; Reidy et al., 2021). In this context, multiple groups have highlighted the importance of complex cocultures for chemotherapy resistance (e.g., in breast cancer (Wang et al., 2018a; Langer et al., 2019) and glioma (Wang et al., 2018b)). The addition of layers with other cell types is the next step toward the 3D reconstruction of CRC *in vitro*, but this was beyond the scope of our work. Nevertheless, mimicking the TME has been given a successful start with 3D modeling of ovarian (Loessner et al., 2010), breast (Langer et al., 2019), and other types of cancer (Datta et al., 2020), and it is a matter of time for 3D bioprinting of CRC to follow these encouraging examples.

In summary, we present a simple, highly reproducible, and flexible 3D bioprinted model of CRC which resembles certain aspects of the cells closer than conventional 2D cultures. We validated our workflow as a template for testing the response to chemotherapeutics. Therefore, this novel *in vitro* model has the potential to become a useful experimental platform for future fundamental and preclinical studies directed to personalized medicines.

## Data Availability

The raw files and the processed data from RNA-seq, which were used for the analyses in this work can be found in the Gene Expression Omnibus, GEO under accession number GSE181722 https://www.ncbi.nlm.nih.gov/geo/.

# Supplementary material for: A Colorectal Cancer 3D Bioprinting Workflow as a Platform for Disease Modeling and Chemotherapeutic Screening
**Source:** Front Bioeng Biotechnol. 2021 Nov 18;9:755563. doi: 10.3389/fbioe.2021.755563
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figures

**Supplementary Figure 1**

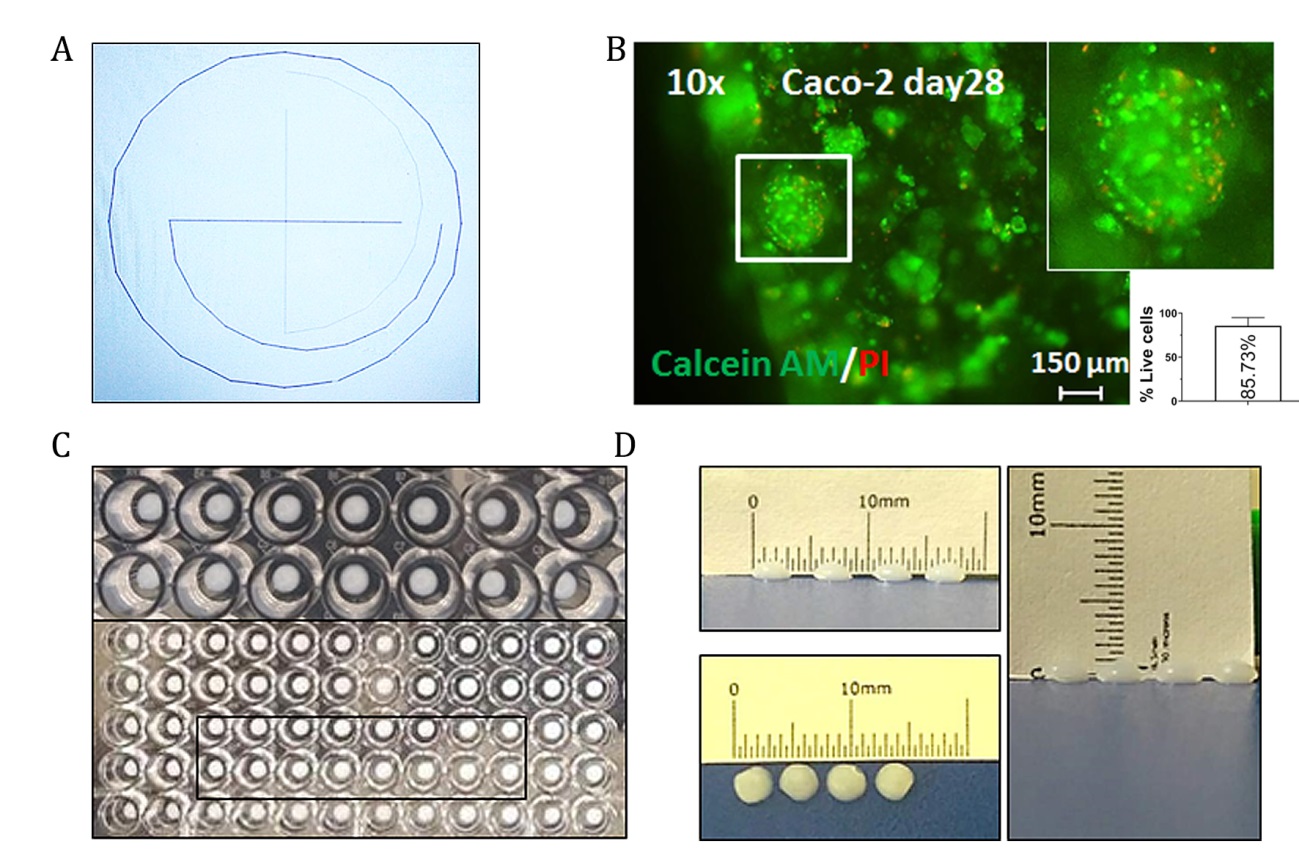

A) Slicing of the 3D model (Figure 1A) carried out automatically by the BioX software. The two layers of printing are shown in grey and blue (infill density was set to 25%, with grid printing pattern). B) A representative image of Caco-2 cells at day 28 after printing as annotated and relative quantification of percentage live cells. Error bars represent SD of the mean of % live cells counted in ~1mm2 from at least 2 representative images. C) and D) Representative images of the reproducibility of printing in a 96-well format with readjusted 3D model to diameter of 2mm and infill density of 15%.

**Supplementary Figure 2**

**
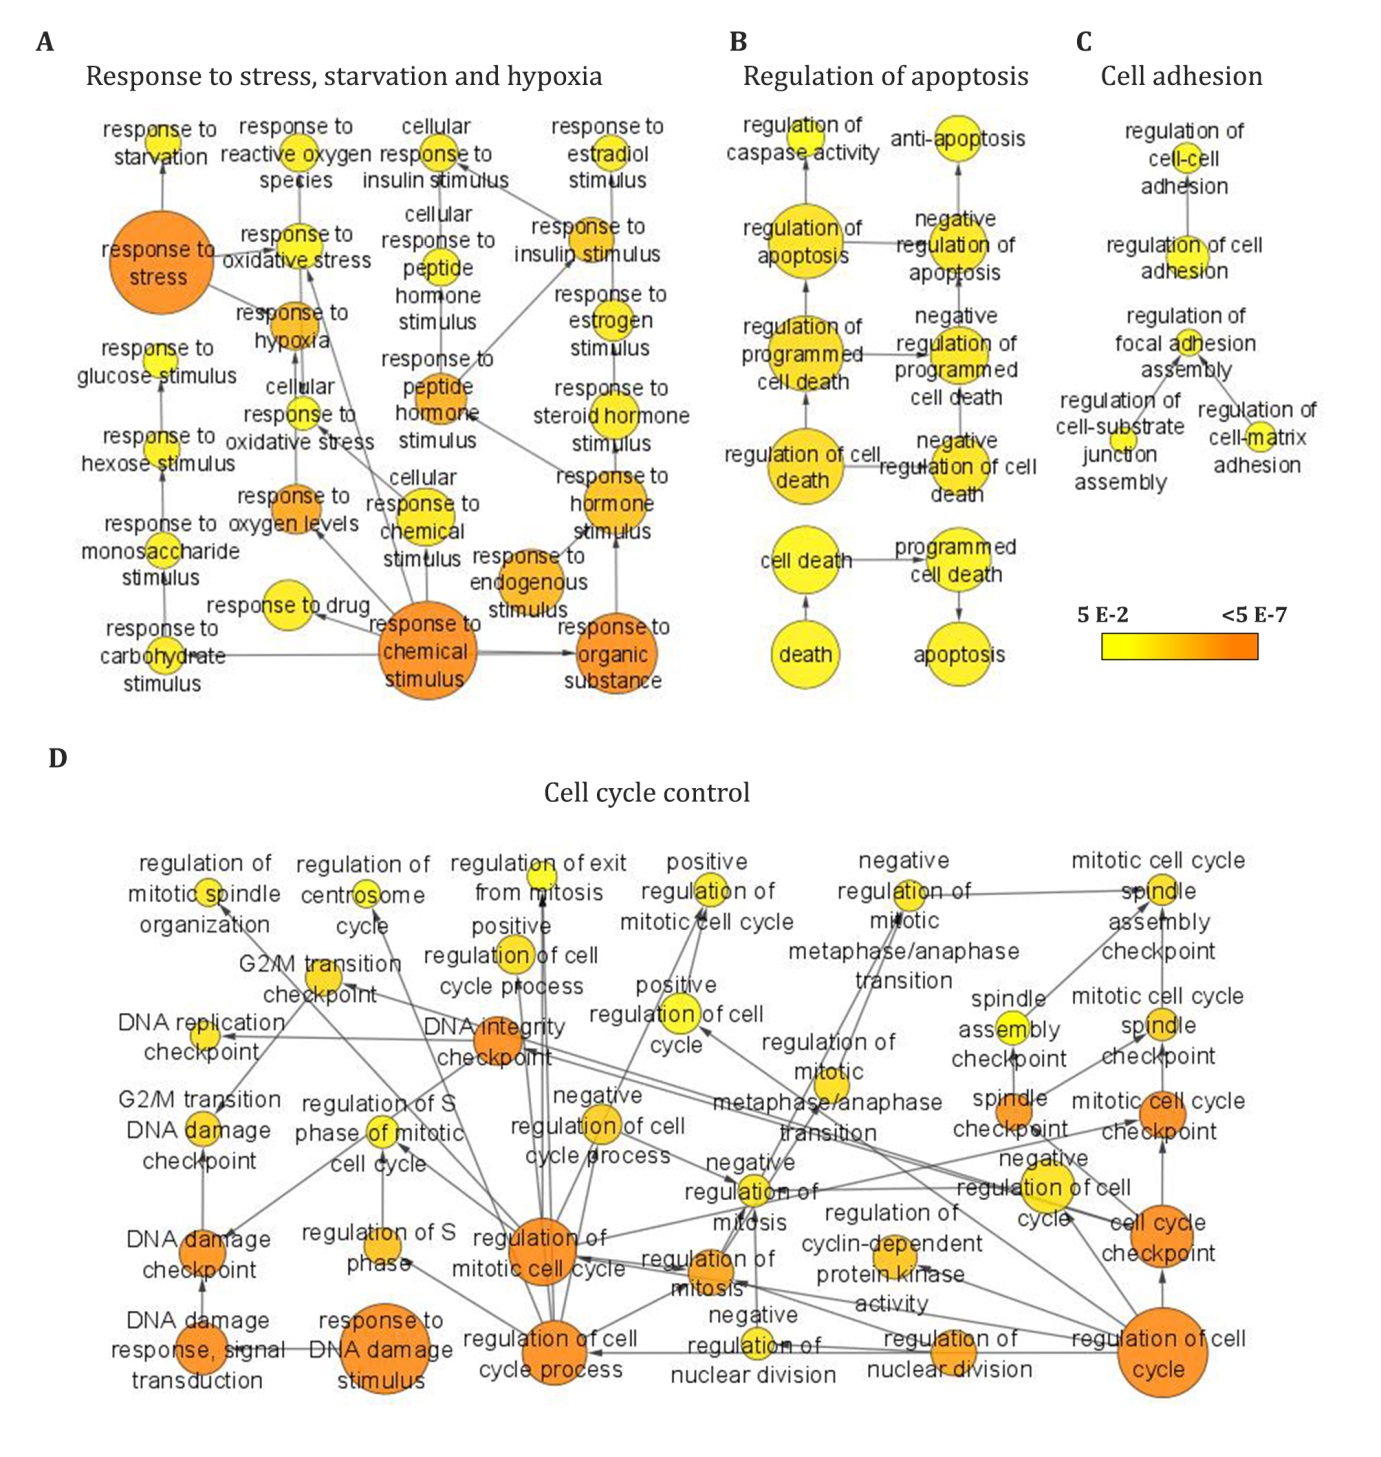
**

Gene ontology (GO) analysis for biological processes (BinGO in Cytoscape) displaying enrichment of the upregulated genes in 3D bioprinted cells in nodes involved in **A)** response to stress (e.g. oxygen deprivation, hypoxia), **B)** apoptosis and **C)** cell adhesion. **D)** Genes which were downregulated in 3D bioprinted cells showed enrichment in nodes for cell cycle control.

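Besides the response to hypoxia, genes of the ATF4 stress response, which follows amino acid and endoplasmic reticulum stress, changed in 3D bioprints in both directions. Of 14 tested, 6 were higher and 1 lower (7 and 2 adjusted over the list alone; camera adjusted p = 0.0131, adjusted p = 0.508 with an estimated correlation). TRIB3, a pseudokinase gene, rose from 1435 ± 25.8 to 4128 ± 357 normalized counts (SD, n = 2; log2 fold change 1.52, standard error 0.14, edgeR adjusted p = 0.00159), and ATF4 itself from 4937 ± 894 to 9228 ± 179.8 (log2 fold change 0.90, standard error 0.16, edgeR adjusted p = 0.00784). DDIT3, which encodes CHOP, and CEBPG rose by 1.43 and 0.79 on the log2 scale (edgeR adjusted p = 0.00588 and 0.00751). The amino acid transporter gene SLC7A5 fell from 12715 ± 4245 to 3743 ± 1554 (log2 fold change -1.76, standard error 0.32, edgeR adjusted p = 0.00827), and SLC3A2, its partner, PHGDH and PSAT1 had log2 fold changes of -0.73, -0.12 and 0.01 that did not pass. The call of CEBPG was lost without 2D monolayer replicate 1 (edgeR adjusted p = 0.0585) or 2 (0.0512), within a range over the alternatives from 5.52e-04 to 0.0585.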

**Supplementary Figure 3**

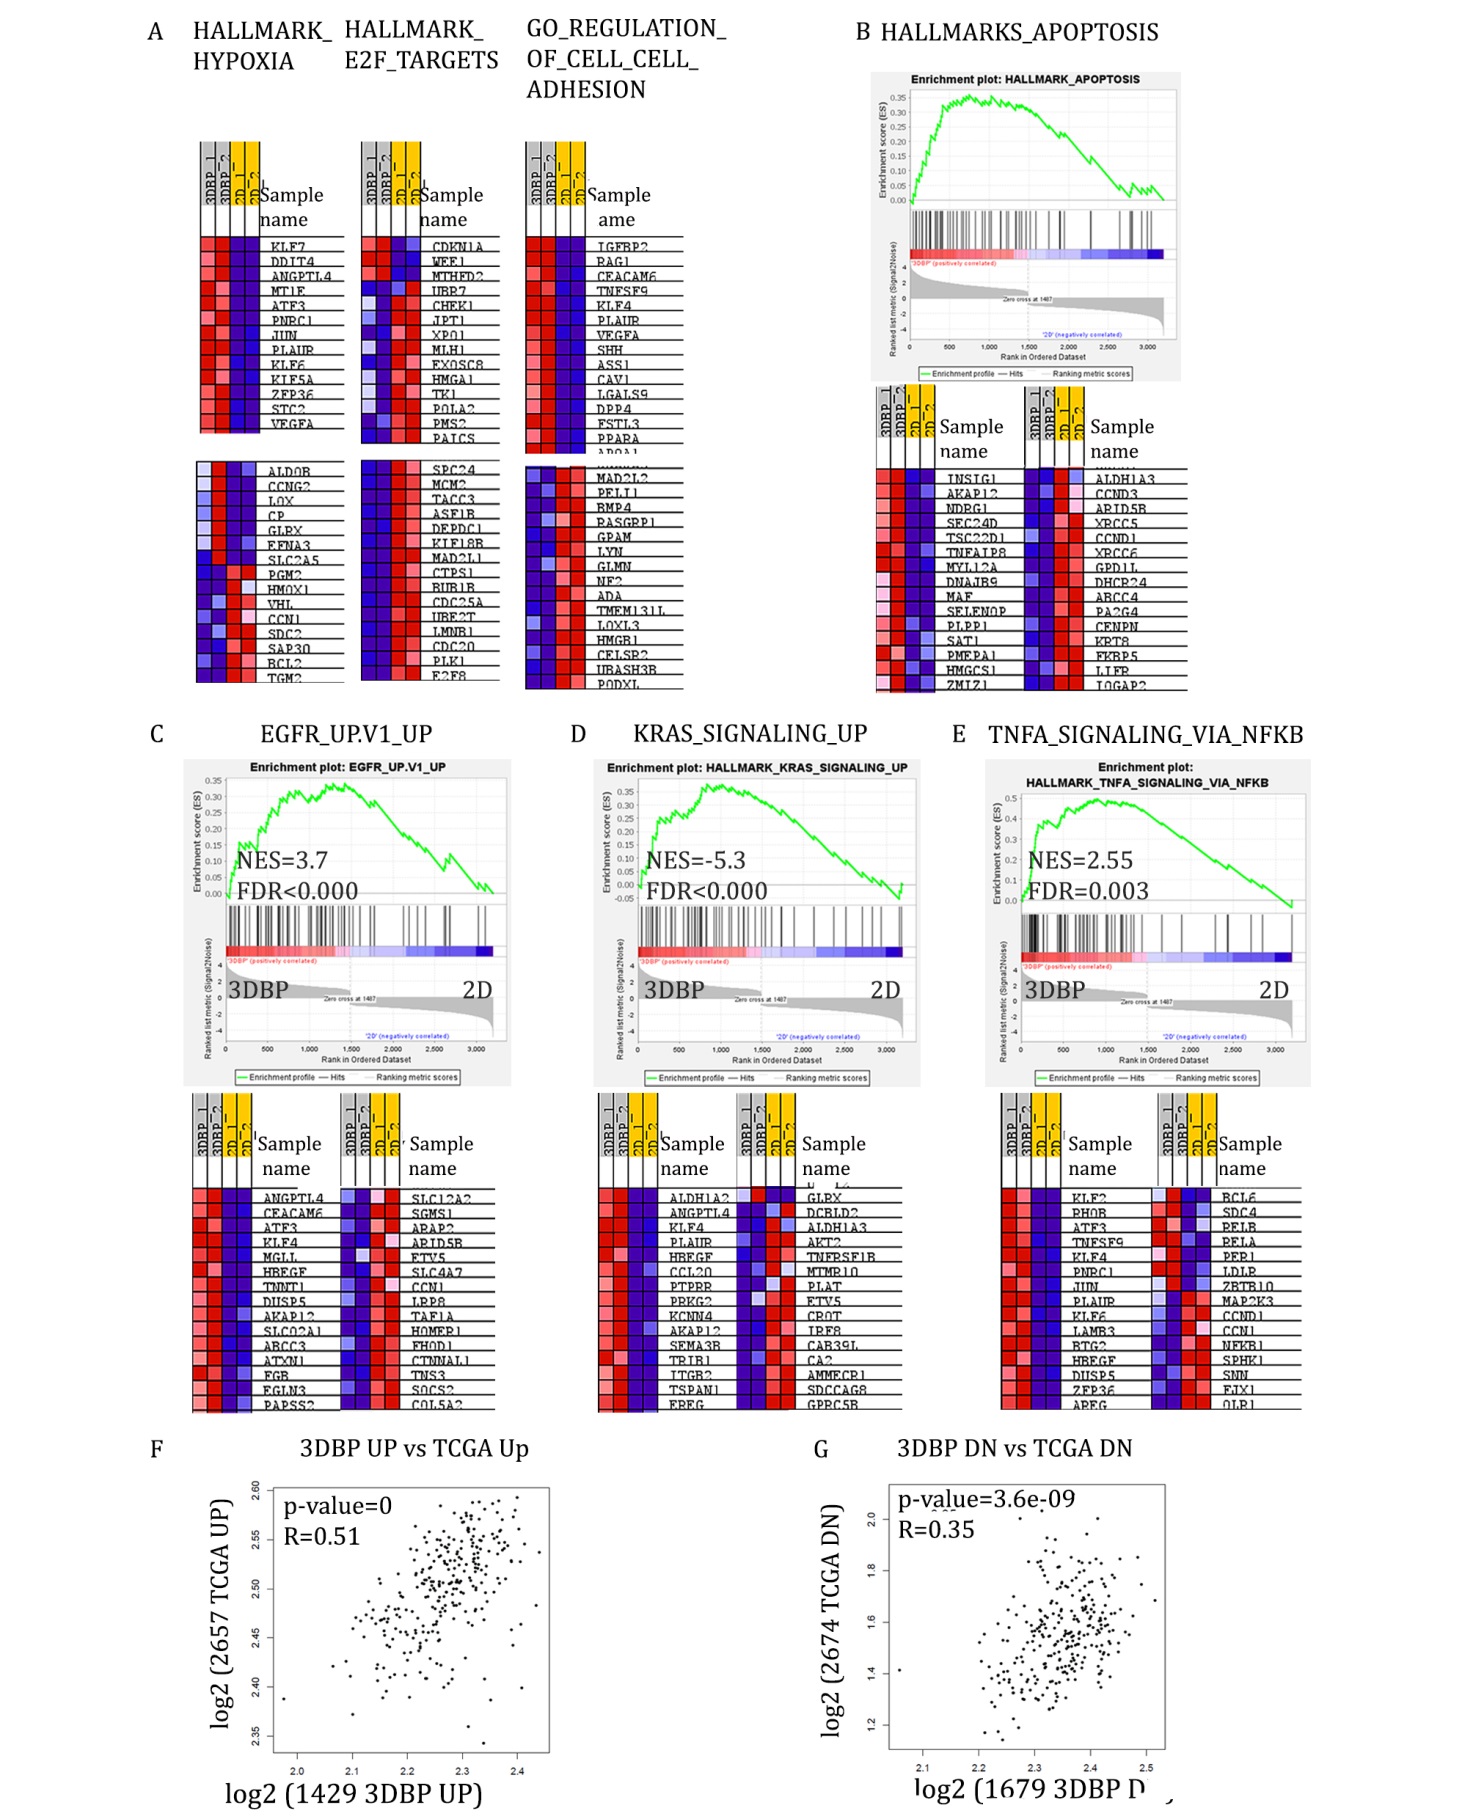

Gene expression changes in Caco-2 cells in 3D bioprints compared to standard 2D cultures were analysed via RNA-sequencing. Subsequent Gene Set Enrichment Analysis (GSEA) was carried out. **A)** Heatmaps of the top and bottom 15 genes that showed enrichment for hypoxia, cell cycle (E2F targets) and cell adhesion. **B-E)** Enrichment plots and top 15 up- and down-regulated genes involved in apoptosis, EGFR, K-RAS and NF-kB signalling as annotated. Correlation analysis of all upregulated **(F)** and downregulated **(G)** genes in the 3D bioprints compared to respectively up- and down-regulated genes in the TCGA colon adenocarcinoma (COAD) cohort. TPM,   Transcripts per million.

**Supplementary Figure 4**

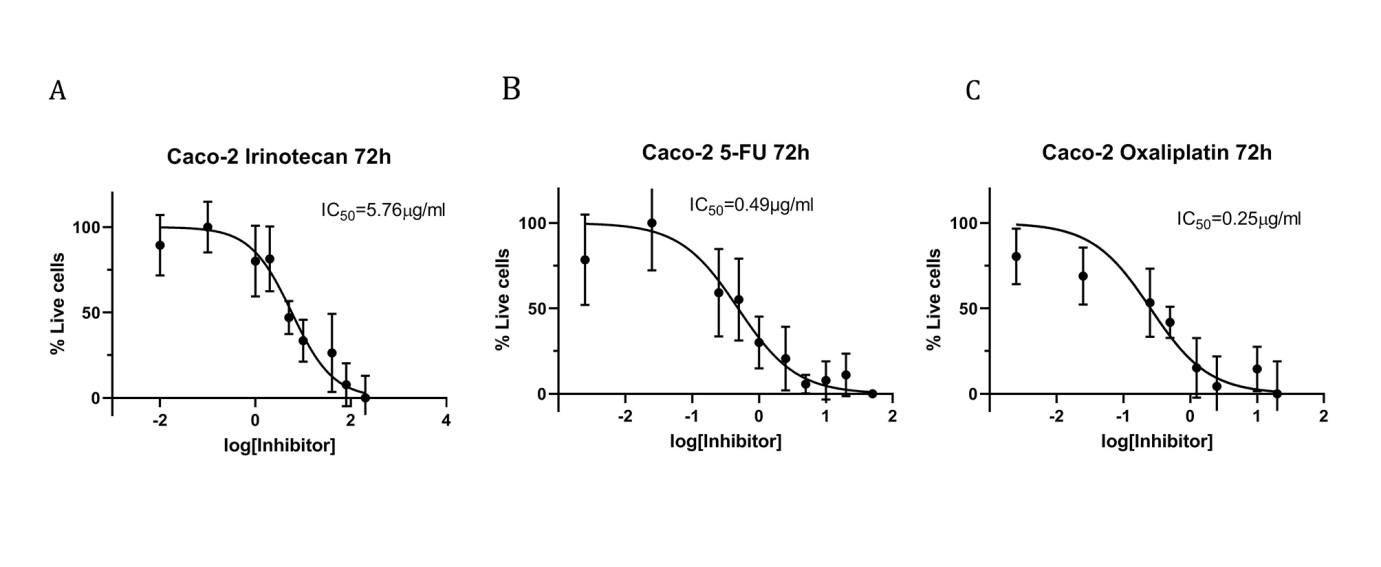

Caco-2 cells were grown in standard monolayer (2D) culture and treated with **A)** irinotecan, **B)** 5-fluoruracil (5-FU), or **C)** oxaliplatin for 72h and IC_50_ values were calculated (using GraphpadPrism). Error bars represent standard deviation from two experiments in technical triplicates.

**Supplementary Figure 5**

**
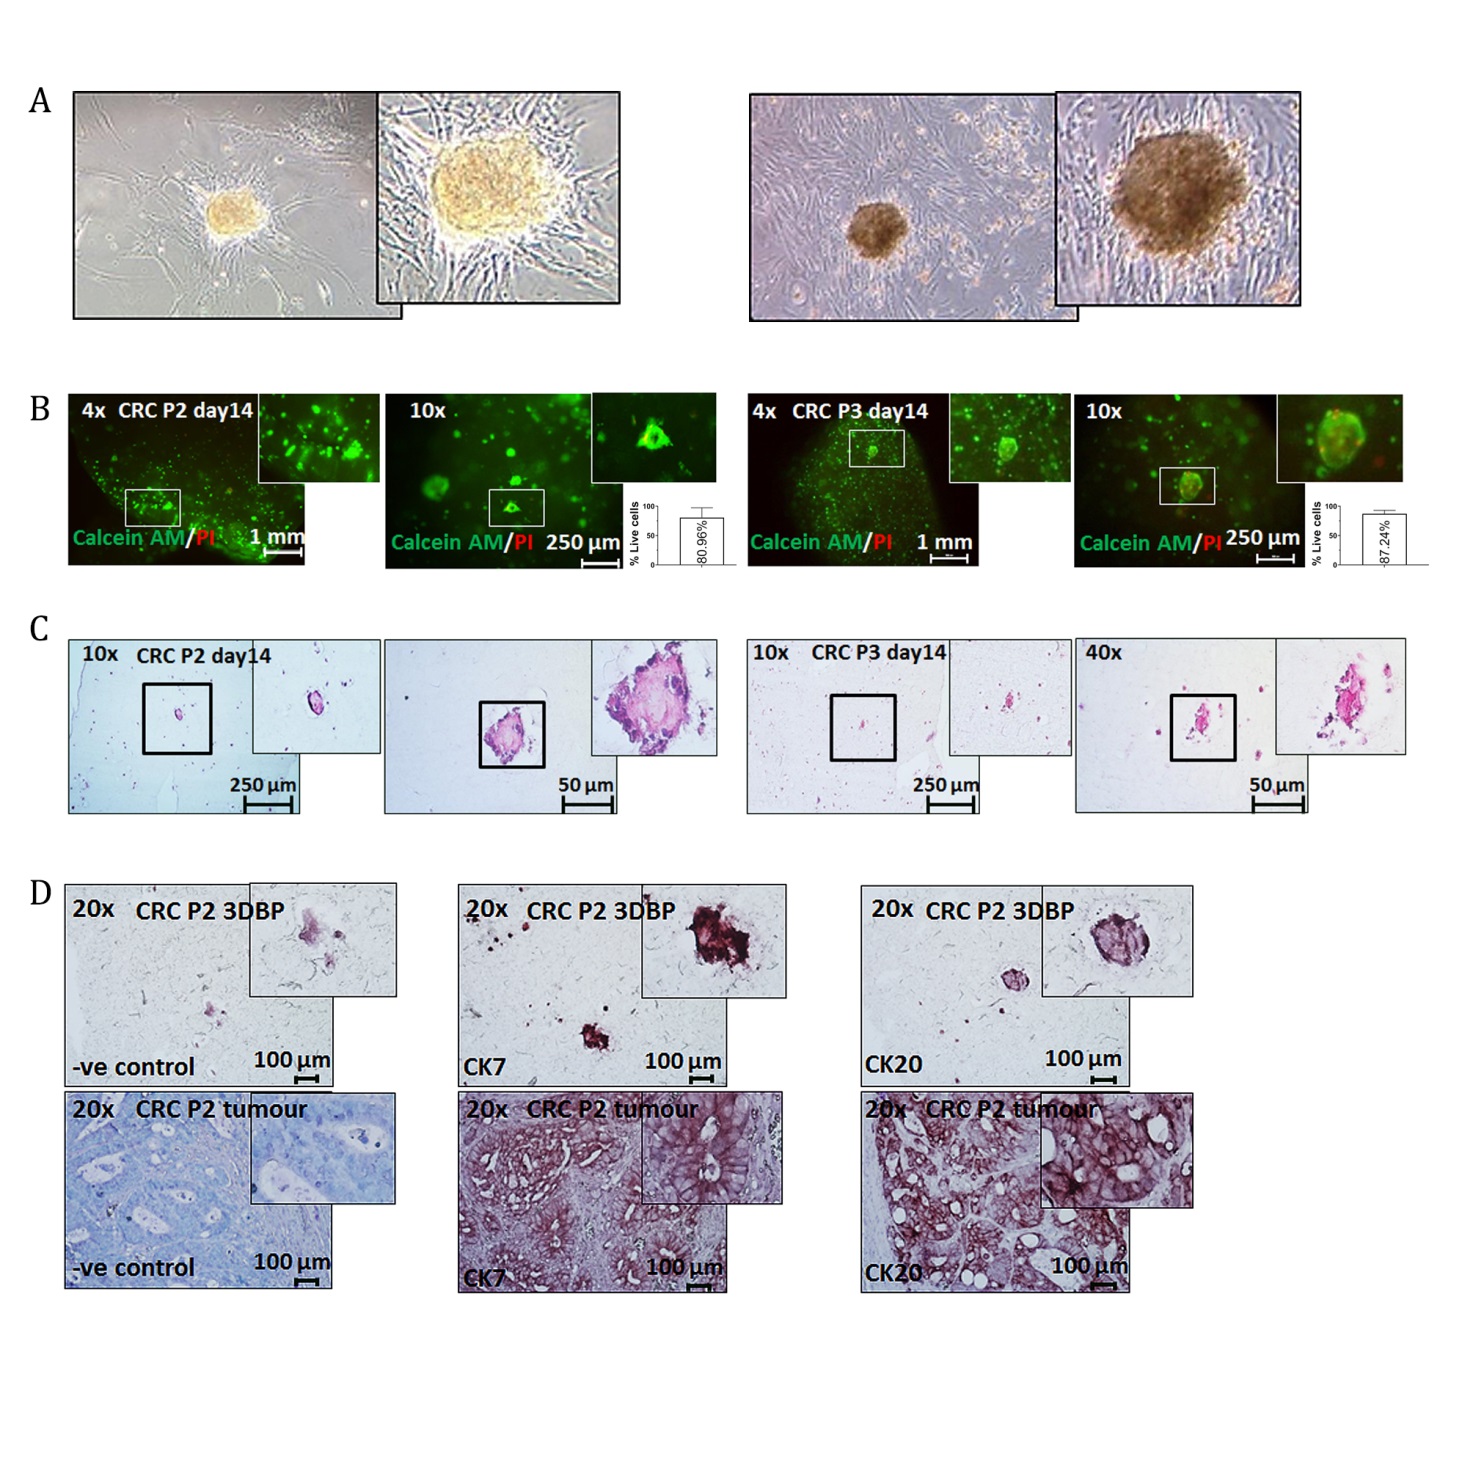
**

**(A)** Representative images of primary CRC cells grown in culture (10x magnification). **B)** Live/Dead staining with Calcein (green-live cells) and Propidium Iodide (PI-red-dead cells) and relative quantification of percentage live cells. Error bars represent SD of the mean of % live cells counted in ~1mm2 from at least 2 representative images. **C)** Hematoxylin and Eosin (H&E) staining of 2 primary patient samples (CRC P2 and CRC P3) on day 14 after printing as annotated. **D)** Immunohistochemical validation of the epithelial origin of the printed cells (top panel) comparing levels of Cytokeratin 7 and 20 (CK7 and CK20) in bioprints (top panel) and primary tumour section (bottom panel) as annotated.

## Supplementary Tables

**Supplementary Table 1.**

**Patient information**

**Supplementary Table 2**

**Selected GO and GSEA hits**

NES-normalised enrichment score; FWER-family-wise error rate

How the deposited data were processed for this re-analysis (not part of the article)

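RNA from 3D bioprints of Caco-2 cells on day 14 and from 2D monolayers of the same cells was measured by RNA-seq, with 2 libraries in each group. According to the methods, Novogene prepared the libraries and ran HISAT2, DESeq2 and edgeR, and the submitters' processing notes add CASAVA and GRCh38 with patch release p12. The read counter, the annotation release, the strand setting and the versions of these tools are not given in the sources used here. The authors deposited 1 table with raw read counts, whole numbers per gene and library, for 25750 genes, none of them with a total under 2 counts. The same deposited table holds a signal, the read counts divided by 1 size factor per library, the log2 fold change of 3D bioprints over 2D monolayers, and p-values and adjusted p-values of the authors' comparison. The sign of that log2 fold change was checked against the counts. The table gives an adjusted p of 1 to 11482 genes, and no deposited p-value enters the values here except where the authors' table is named. 4 further columns of per-sample FPKM values were not used. Of the gene IDs, 25714 were found in GENCODE release 29, 98.3% of these with the same start and end.

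The grouping follows the sample titles and the column names, since the condition field of the labels gives the opposite groups. Count totals per library ran from 15735348 to 16948420. Intervals cover counting error or the spread over genes only. From the counts, edgeR 4.0.16 (R 4.3.3) computed TMM factors, kept 15304 genes with filterByExpr and ran the quasi-likelihood test, with Benjamini-Hochberg adjustment over those genes. A gene was called higher or lower at an adjusted p of at most 0.05 and a fold change of at least 1.5, the thresholds of the paper. Normalized counts are counts scaled by TMM to the mean library size, and the standard errors belong to the log2 fold changes. Of 47 gene lists, 7 hold genes that the paper names from these libraries, and 37 of at least 5 tested genes were tested as a set with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation. The genes named were set by a rule: every gene that the paper names from its RNA-seq data, the 12 largest changes in each direction among called protein-coding genes with a mean of at least 100 normalized counts and no overlap between the groups, up to 4 called members per direction with the smallest adjusted p and up to 3 members not called with the highest mean in each list described, and EGFR, MKI67, HIF1A, CDH1, VIM, KRT20 and TOP1. Some genes that this rule takes are not reported here. Other genes are said to have been chosen after their values were seen, and RUNDC3B and MUC2 are named without a value.

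The alternatives were DESeq2 1.42.0, limma on log2 counts scaled to the library size, upper quartile scaling, library sizes alone, other filters on low counts, other thresholds, protein-coding genes only, the replicate number as a block, each library left out in turn and the authors' p-values over the genes kept here. Alternatives with other pseudocounts for normalized values were not applicable, since the table holds counts, and the set tests were repeated with a prior count of 10 in place of 2. 3 alternatives were added after seeing the data: without the genes of the mitochondrial genome, DESeq2 with its defaults over all deposited genes, and genes with a mean of at least 50 counts. Other splits of the libraries were not counted, since the groups hold 2 libraries each. The procedure was tested on simulated counts of 14906 genes for this comparison, with 200 changed genes. Of 100 genes changed 2-fold, edgeR recovered 55, and of 100 changed 4-fold, 74, with 0 in the wrong direction, and 18 of its 147 calls were false, against 27 of 158 with DESeq2 and 19 of 149 with limma. Camera with the preset correlation found the changed list and called 0 of the others, and with an estimated correlation it missed the changed list (camera adjusted p = 0.190). The genes were simulated independently of each other, so that camera was not tested on lists whose genes move together. Since strand is not given, genes that overlap another gene model may hold reads of it, and paralogs such as histone and metallothionein genes may share reads. The paper's GO and GSEA analyses were not recomputed, and the gene lists here are not their gene sets. The TCGA data and the drug response measurements of the paper were not analysed here.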

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

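The tests of poly(A) tails on structural RNA and of gene length were set before their results were seen, and all other tests of explanations in this part were chosen afterwards. The following gene groups, which the paper does not discuss, differed from the 2D monolayers.

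Of 25 tested genes of enterocyte differentiation, 21 were higher and 0 lower (22 and 0 adjusted over the list alone; camera adjusted p = 1.96e-12, over the alternatives from 7.60e-33 up to an adjusted p = 0.444 with an estimated correlation), and the median log2 ratio of 3D bioprint replicate 2 to replicate 1 over the list was 0.63. FABP1, a fatty acid binding protein gene, rose from 1165 ± 357 to 10672 ± 4148 normalized counts (SD, n = 2; log2 fold change 3.20, standard error 0.31, edgeR adjusted p = 0.00159), and the brush border peptidase genes MEP1A and DPP4 rose by 3.29 and 1.71 on the log2 scale (edgeR adjusted p = 0.00159 and 0.00186), while VIL1, the villin gene, had a log2 fold change of 0.36 (standard error 0.13, edgeR adjusted p = 0.0862). Of 12 listed goblet cell genes, only 5 were tested, and the mucin gene MUC2 was not among them. Of these 5, 4 were higher and 0 lower (4 and 0 adjusted over the list alone, camera adjusted p = 0.00182, adjusted p = 0.465 with an estimated correlation). The 4 were KLK1, ZG16, TFF3 and AGR2, with log2 fold changes from 1.26 to 4.20. The median log2 ratio of 3D bioprint replicate 2 to replicate 1 was 0.60 over the tested genes. Without 3D bioprint replicate 2, ZG16 had 2.93 and KLK1 1.98. Of 16 intestinal stem cell and WNT genes, 0 were higher and 5 lower (0 and 5 adjusted over the list alone; camera adjusted p = 0.00323, over the alternatives from 3.98e-04 up to an adjusted p = 0.508 with an estimated correlation): PROM1, TCF7, ZNRF3, SP5 and LGR5, the last looked up after its value was seen, with log2 fold changes from -1.92 to -0.90, where LGR5 had -3.22 without 3D bioprint replicate 1 and -1.27 without replicate 2. Without 3D bioprint replicate 1, 8 of them were lower, and the call of SP5 was lost without 2D monolayer replicate 1 (edgeR adjusted p = 0.155, within a range from 0.00351 to 0.155 over the alternatives), and that of LGR5 with DESeq2 (adjusted p = 0.107, with 1.43e-05 as the lowest of its alternatives). Of 6 metallothionein genes, 6 were higher and 0 lower (6 and 0 adjusted over the list alone; camera adjusted p = 1.20e-04, over the alternatives from 1.19e-07 up to an adjusted p = 0.444 with an estimated correlation), with 3 higher without 2D monolayer replicate 1: MT2A rose from 345 ± 138 to 1438 ± 395 normalized counts (SD, n = 2; log2 fold change 2.06, standard error 0.30, edgeR adjusted p = 0.00426). Of 12 histone genes, whose copies may share reads, 8 were higher and 0 lower (9 and 0 adjusted over the list alone; camera adjusted p = 3.13e-04, adjusted p = 0.444 with an estimated correlation): HIST1H2AC rose by 2.41 (standard error 0.24, edgeR adjusted p = 0.00162) and HIST2H2BE by 2.52 (standard error 0.29, edgeR adjusted p = 0.00198) on the log2 scale.

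Of 13 mitochondrially encoded protein genes, 9 were higher and 0 lower (9 and 0 adjusted over the list alone; camera adjusted p = 9.30e-07, over the alternatives from 3.39e-11 up to an adjusted p = 0.444 with an estimated correlation), among them MT-ND1 by 1.49 (standard error 0.19, edgeR adjusted p = 0.00285) on the log2 scale, and the ribosomal RNA genes MT-RNR1 and MT-RNR2 rose by 2.78 and 2.53 (edgeR adjusted p = 0.00177 and 0.00105), MT-RNR1 by 2.17 without 3D bioprint replicate 1. If more RNA without a poly(A) tail had been captured from 3D bioprints, nuclear structural RNA genes would have risen too, and their median log2 fold change was 0.0184 (95% bootstrap interval -0.41 to 0.24, n = 27 genes), below 0.443, the bound that a rule set beforehand takes from the median of the mitochondrial list. That rule does not settle the question, since these genes, most of them short snoRNA genes, ran from -2.46 to 1.93. The histone genes above rose by a median of 1.63 (95% bootstrap interval 0.60 to 2.13, n = 12 genes). They cannot decide it either, since histone RNA can end with or without such a tail and the counts do not tell which. The 4 genes of the misc_RNA type, looked up after their values were seen, went apart too, with log2 fold changes of 1.93 for RN7SL2 (1.25 without 3D bioprint replicate 1), 0.48 for RN7SKP173, 0.04 for RN7SL381P and -0.34 for RN7SL219P. Short gene length is argued against by a median of -0.0397 over 794 nuclear genes of matched length, and a joint rise of the respiratory chain by a median of -0.155 (95% bootstrap interval -0.28 to -0.02) over 25 nuclear OXPHOS genes. Capture of such RNA therefore cannot be told apart from an effect of 3D growth on mitochondrial RNA, which was not tested, and the atovaquone of the labels, which names no difference between the groups, stays open and untested.

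The 3D bioprint replicates differed from each other in some of the gene groups that changed: the median log2 ratio of replicate 2 to replicate 1 was 0.63 over the hypoxia, 0.63 over the enterocyte and -0.63 over the DNA replication genes, but -0.10 over the G2/M and mitosis genes and 0.10 over the EGFR-RAS-RAF components. Of the 21 lists past the set test, replicate 2 lay further in the direction of the list in 16 and replicate 1 in 5, all of these higher in 3D bioprints: immediate early genes (-0.26), mitochondrially encoded genes (-0.24), the ATF4 stress response (-0.18), metallothionein genes (-0.17) and cholesterol synthesis (-0.01), none of these ratios with a test. Monolayer-like cells in replicate 1 would leave few of the genes that rose in 3D bioprints clearly higher in that replicate. Counted were the called genes at least 2-fold higher in 3D bioprints with a mean of at least 100 normalized counts. Of these, 2.02% were at least 1.5-fold higher in replicate 1 than in replicate 2 (15 of 744, exact 95% interval 1.13% to 3.30%). But 1 mixture needs 1 share of monolayer-like RNA in every list. Over the 5 lists of at least 20 tested genes with at least 80% of them called in 1 direction, the median share differed. It ran from 0.0409 (95% bootstrap interval -0.05 to 0.09, n = 45) for G2/M and mitosis to 0.452 (0.354 to 0.522, n = 25) for enterocyte genes. The intervals were also apart under upper quartile scaling and library sizes alone, which argues against such cells as the whole cause. Library size is argued against by a ratio of totals of 1.01. In the low counts, replicate 1 was apart from the other libraries: of its 3725 genes with 1 to 10 counts, 8.43% had exactly 1 (exact 95% interval 7.56% to 9.37%), against 21.2%, 27.5% and 27.8% in 3D bioprint replicate 2 and 2D monolayer replicates 1 and 2, and 61 genes were at 0 there with at least 10 counts in each other library. Of the 1533 lower genes, 24 were at 0 in replicate 1; what caused the low counts was not tested, and a difference in growth between bioprints stays open as untested.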

How the results depend on the processing

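The alternatives were set before the data were examined, except the 3 named as added. No named gene past the thresholds, and no list past its set test among those repeated, reversed its direction under the alternatives run, but the balance of all calls did: lower genes outnumbered higher ones with library sizes alone (1847 against 1541), with no filter (1848 against 1691), without 3D bioprint replicate 1 (2362 against 2338) or 2 (1882 against 1793), with the authors' p-values (1717 against 1542) and with DESeq2 defaults over all genes (1722 against 1543). The 3243 differentially expressed genes became 1881 (1130 higher, 751 lower) at a fold change of at least 2 and 1242 (656 and 586) at an adjusted p of at most 0.01, by construction of these stricter thresholds. Leaving out 1 library at a time, which leaves a lone library assumed to vary like the other group, gave 1844 to 4700 genes, the lowest without 2D monolayer replicate 1, where 1757 calls were shared with those from all libraries, and the highest without 3D bioprint replicate 1 (934 to 2338 higher, 910 to 2362 lower). DESeq2, limma, upper quartile scaling, library sizes alone, other filters, protein-coding genes, no fold threshold and the authors' p-values gave 2970 to 3539, with 45.5% of calls higher with library sizes alone and 59.3% with upper quartile scaling, against 52.7%. The added alternatives gave 3249 without mitochondrial genes, 3265 with DESeq2 defaults over all genes and 2989 at a mean of at least 50 counts. The replicate number as a block gave 3843 genes, but same-numbered libraries share only a number (correlation of deviations 0.0399 over 2 pairs). With 1 library left out, members past the thresholds ranged over 19 to 31 lower for DNA repair, and over 4 to 9 higher for EGFR-RAS-RAF components, 1 to 3 for ERK output, 5 to 11 for TNF-NFkB, 2 to 6 for pro-apoptotic and 1 to 4 for anti-apoptotic genes, and the set test of cell-matrix adhesion over adjusted p-values of 0.0245 to 0.384. Of the 21 lists past the set test, 0 passed with an estimated correlation. The camera adjusted p was then 0.444 for hypoxia, DNA replication, E2F and G1/S, G2/M and mitosis, and DNA repair. It was also 0.444 for cell cycle arrest, cell-cell adhesion and EGFR-RAS-RAF components, and 0.526 for TNF-NFkB. The same setting missed a changed list in simulated data. Those genes were simulated independently of each other, so that the simulation cannot show whether the preset correlation holds here. The estimated correlation was 0.49 for hypoxia and 0.70 for DNA replication. It was -0.02 for EGFR-RAS-RAF components and 0.00237 for cell cycle arrest, both below the preset 0.01, and these lists did not pass either. A higher correlation therefore does not account for their loss. With the 2 residual degrees of freedom of that setting, hardly any list could pass. Of the named genes, 29 lost their call without 2D monolayer replicate 1, 25 without replicate 2, 11 without 3D bioprint replicate 2, 1 without replicate 1, 3 with library sizes alone, 2 with upper quartile scaling, 3 with DESeq2 and 0 with the block; the cause was not tested. With a 2D library left out, the spread comes from the 3D pair, which lay further apart than the 2D pair (chi-square per degree of freedom 27.2 against 12.5). A call lost there can therefore reflect that spread and not the values of the library left out. At this depth, 307 of the calls had a mean under 50 normalized counts.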

Differences from the paper's values

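The paper's adjusted p-values of 7 genes are smaller than the edgeR adjusted p-values here, while its fold changes and its count of differentially expressed genes lie within 1.5 times of the values here with all libraries and the paper's thresholds. Outside 1.5 times lie the fold change of FOSB without 3D bioprint replicate 1 (4.24 against the paper's 7.1) and, against the paper's 3200, the counts of 1844 without 2D monolayer replicate 1, 1954 without 2D monolayer replicate 2, 1881 at a fold change of at least 2 and 1242 at an adjusted p of at most 0.01. For ERBB3, the paper's adjusted p is 2.05e-06 and the edgeR adjusted p here 0.0137, with 3.05e-05 as the adjusted p and 2.05e-06 as the unadjusted p in the authors' deposited table. For FOSB, the paper's adjusted p is 8.19e-08 and the edgeR adjusted p here 0.00631, with 1.76e-06 as the adjusted p and 8.19e-08 as the unadjusted p in the authors' deposited table. For JUN, the paper's adjusted p is 1.43e-20 and the edgeR adjusted p here 0.00162, with 3.39e-18 as the adjusted p and 1.44e-20 as the unadjusted p in the authors' deposited table. For BRAF, the paper's adjusted p is 0.0085 and the edgeR adjusted p here 0.0413, with 0.0359 as the adjusted p and 0.00860 as the unadjusted p in the authors' deposited table. For ITGB6, the paper's adjusted p is 3.98e-08 and the edgeR adjusted p here 0.00523, with 9.01e-07 as the adjusted p and 3.98e-08 as the unadjusted p in the authors' deposited table. For TIMP2, the paper's adjusted p is 5e-04 and the edgeR adjusted p here 0.0227, with 0.00390 as the adjusted p and 5.66e-04 as the unadjusted p in the authors' deposited table. For ABCB1, the paper's adjusted p is 1.9e-05 and the edgeR adjusted p here 0.0148, with 2.14e-04 as the adjusted p and 1.91e-05 as the unadjusted p in the authors' deposited table. The paper's values of ERBB3, FOSB and ITGB6 thus equal the unadjusted p of the deposited table. Those of JUN, BRAF, TIMP2 and ABCB1 lie close to it, and all 7 lie below the deposited adjusted p. These genes were also tested with DESeq2, upper quartile scaling, library sizes alone and the replicate block. Of these settings, only the block brought BRAF within 1.5 times of the paper's value (edgeR adjusted p = 0.00929), and the other 6 genes came that close in none. For BRAF this sets an adjusted p beside a value at the unadjusted one, so that the closeness is no match.

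The authors' deposited table gives 1543 higher and 1722 lower genes at the paper's thresholds, 3265 in all, of which 2966 are also called here in the same direction and 0 in the opposite one. Each gene reported here from the 7 lists that the paper names from these libraries passed the edgeR thresholds in the direction that the paper gives, with all libraries in the fit. DESeq2 with its defaults over all deposited genes, chosen after seeing the values, gives the fold changes of that table to within 5.26e-05 on the log2 scale, and p-values within 1% for 100% of genes.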

Other observations

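Genes of ribosome biogenesis and MYC targets fell in 3D bioprints: of 28, 0 were higher and 22 lower (0 and 24 adjusted over the list alone; camera adjusted p = 1.96e-12, adjusted p = 0.465 with an estimated correlation), with a median log2 ratio of 3D bioprint replicate 2 to replicate 1 of -0.41. NCL, which encodes nucleolin, fell from 27077 ± 217 to 13921 ± 1513 normalized counts (SD, n = 2; log2 fold change -0.96, standard error 0.13, edgeR adjusted p = 0.00328), and PA2G4, a nucleolar growth regulator, and UTP20, of rRNA processing, fell by 1.05 and 1.12 on the log2 scale (edgeR adjusted p = 0.00325 and 0.00438). Of 48 cytosolic ribosomal protein genes, 0 were higher and 0 lower with edgeR, DESeq2 or limma, and 8 were higher at an unadjusted p under 0.05 (camera adjusted p = 0.0739); RPS3, the most abundant, had a log2 fold change of -0.08 (standard error 0.13, edgeR adjusted p = 0.670). Of 25 nuclear OXPHOS genes, 0 were higher with edgeR, DESeq2 or limma, with 1 at an unadjusted p under 0.05, and 1 was lower, NDUFB8 (log2 fold change -0.91, standard error 0.26, edgeR adjusted p = 0.0387; 0 adjusted over the list alone, camera adjusted p = 0.0963). Of 24 cholesterol synthesis genes, 6 were higher and 1 lower (6 and 1 adjusted over the list alone; camera adjusted p = 0.00708, adjusted p = 0.514 with an estimated correlation), with INSIG1, a feedback regulator, higher by 2.34 (standard error 0.27, edgeR adjusted p = 0.00212) on the log2 scale. Of 19 YAP targets, 1 was higher and 5 lower (2 and 6 adjusted over the list alone; camera adjusted p = 0.0877): ANKRD1 fell from 9509.8 ± 2528 to 1967 ± 628 normalized counts (SD, n = 2; log2 fold change -2.27, standard error 0.26, edgeR adjusted p = 0.00208), and IGFBP3, at low counts, was higher (log2 fold change 4.15, standard error 1.07, edgeR adjusted p = 0.0293). IGFBP3 had 0 counts in 2D monolayer replicate 2, so that no fold change is given without 2D monolayer replicate 1; with another library left out, its log2 fold change ran from 3.25 to 4.53, lowest without 2D monolayer replicate 2. Calls were lost of IGFBP3 without 3D bioprint replicate 2 (edgeR adjusted p = 0.0751) or 2D monolayer replicate 1 (0.103) or 2 (0.311), and of NDUFB8 without 2D monolayer replicate 1 (0.126) or 2 (0.198). Over the alternatives, the edgeR adjusted p ranged from 0.0138 to 0.311 for IGFBP3 and from 0.0194 to 0.198 for NDUFB8.

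Stress and immune genes went both ways. Of 15 ER chaperone genes, 4 were higher and 3 lower (4 and 3 adjusted over the list alone; camera adjusted p = 0.834), with DNAJB9 at 1.37 (standard error 0.23, edgeR adjusted p = 0.00625) and CRELD2 at -1.31 (standard error 0.22, edgeR adjusted p = 0.00625) on the log2 scale. Of 19 p53 targets, 3 were higher and 3 lower (3 and 3 adjusted over the list alone; camera adjusted p = 0.844): GDF15 rose by 2.38 (standard error 0.19, edgeR adjusted p = 0.00151), besides CDKN1A and BBC3, and AEN, SESN1 and TIGAR were lower, with log2 fold changes from -1.27 to -0.76. Of 15 interferon genes, 4 were higher and 2 lower (5 and 3 adjusted over the list alone; camera adjusted p = 0.282), with IFIT2 higher by 2.68 (standard error 0.31, edgeR adjusted p = 0.00211) on the log2 scale. Some markers of other cell types were higher and some lower. Many listed markers were not tested: the tested ones were 6 of 12 for fibroblasts, 4 of 8 for endothelium, 3 of 10 for leukocytes and 2 of 11 for enteroendocrine cells. Of 10 hepatocyte genes, which Caco-2 cells also express, 4 were higher and 0 lower (5 and 0 adjusted over the list alone; camera adjusted p = 0.134), FGB by 1.82 (standard error 0.32, edgeR adjusted p = 0.00737), and by 2.44 without 2D monolayer replicate 2. Of 6 fibroblast genes, 1 was higher and 2 lower (1 and 3 adjusted over the list alone; camera adjusted p = 0.456): LUM was higher (log2 fold change 2.09, standard error 0.37, edgeR adjusted p = 0.00836), COL3A1 lower, and PDGFRA had 0 counts in both 3D libraries and 21.1 ± 9.91 normalized counts in 2D (SD, n = 2). Of 4 endothelial genes, 1 was higher, VWF (log2 fold change 2.07, standard error 0.56, edgeR adjusted p = 0.0328), and 1 lower, ESAM (log2 fold change -0.96, standard error 0.22, edgeR adjusted p = 0.0204), and of 3 leukocyte genes, CSF1R was higher and CD14 lower (log2 fold change -1.14, standard error 0.28, edgeR adjusted p = 0.0256), each also adjusted over its list alone. Of 2 enteroendocrine genes, CHGB and SYP, 0 were higher or lower with edgeR. Of 6 genes of mesenchymal transition, 2 were higher, MMP14 and SNAI1 (edgeR adjusted p = 0.00523 and 0.0102; 3 adjusted over the list alone), and 0 lower with edgeR, DESeq2 or limma, with 1 at an unadjusted p under 0.05 (camera adjusted p = 0.258).

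The calls lost without 2D monolayer replicate 1 were those of SESN1 (edgeR adjusted p = 0.152), TIGAR (0.198), CD14 (0.154) and VWF (0.275). Those lost without replicate 2 were SESN1 (edgeR adjusted p = 0.0511), TIGAR (0.0527), CD14 (0.0733), VWF (0.210), ESAM (0.132) and SNAI1 (0.0527), and with DESeq2 VWF (adjusted p = 0.0628). Over all alternatives, the adjusted p ranged from 0.00533 to 0.152 for SESN1, from 0.00547 to 0.198 for TIGAR, from 0.0119 to 0.154 for CD14, from 0.0247 to 0.275 for VWF, from 0.00492 to 0.132 for ESAM and from 5.70e-04 to 0.0527 for SNAI1.

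The test of the immediate early genes was chosen after the result was seen. Of 23 immediate early genes, 14 were higher and 1 lower (14 and 1 adjusted over the list alone; camera adjusted p = 9.54e-09, over the alternatives from 5.70e-21 up to an adjusted p = 0.444 with an estimated correlation): ATF3 rose from 513 ± 38.6 to 2347 ± 296 normalized counts (SD, n = 2; log2 fold change 2.19, standard error 0.17, edgeR adjusted p = 0.00134), and RHOB and KLF6 rose by 2.43 and 1.78 on the log2 scale (edgeR adjusted p = 0.00134 and 0.00159), while EGR1 had 0.65 (standard error 0.45, edgeR adjusted p = 0.334). A response of the bioprints to their handling before lysis and growth in 3D cannot be told apart. Both would raise the genes in both 3D libraries, as was found, with medians of 1.00 and 1.38 against the 2D mean. The detachment of the monolayers with Accutase and the time in culture, not given for the monolayers, are bound to the same groups and cannot be told apart either.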
